# Successful intergeneric transfer of a major apple scab resistance gene (*Rvi6*) from apple to pear and precise comparison of the downstream molecular mechanisms of this resistance in both species

**DOI:** 10.1186/s12864-021-08157-1

**Published:** 2021-11-22

**Authors:** L. Perchepied, E. Chevreau, E. Ravon, S. Gaillard, S. Pelletier, M. Bahut, P. Berthelot, R. Cournol, H. J. Schouten, E. Vergne

**Keywords:** Apple, Intergeneric, Pear, Rvi6, Scab, Transcriptomics, Transgenesis

## Abstract

**Background:**

Scab is the most important fungal disease of apple and pear. Apple (*Malus x domestica* Borkh.) and European pear (*Pyrus communis* L.) are genetically related but they are hosts of two different fungal species: *Venturia inaequalis* for apple and *V. pyrina* for European pear. The apple/*V. inaequalis* pathosystem is quite well known, whereas knowledge about the pear/*V. pyrina* pathosystem is still limited. The aim of our study was to analyse the mode of action of a major resistance gene of apple (*Rvi6*) in transgenic apple and pear plants interacting with the two scab species (*V. inaequalis* and *V. pyrina*), in order to determine the degree of functional transferability between the two pathosystems.

**Results:**

Transgenic pear clones constitutively expressing the *Rvi6* gene from apple were compared to a scab transgenic apple clone carrying the same construct. After inoculation in greenhouse with *V. pyrina*, strong defense reactions and very limited sporulation were observed on all transgenic pear clones tested. Microscopic observations revealed frequent aborted conidiophores in the *Rvi6* transgenic pear / *V. pyrina* interaction. The macro- and microscopic observations were very comparable to the *Rvi6* apple / *V. inaequalis* interaction. However, this resistance in pear proved variable according to the strain of *V. pyrina*, and one of the strains tested overcame the resistance of most of the transgenic pear clones. Comparative transcriptomic analyses of apple and pear resistant interactions with *V. inaequalis* and *V. pyrina*, respectively, revealed different cascades of molecular mechanisms downstream of the pathogen recognition by *Rvi6* in the two species. Signal transduction was triggered in both species with calcium (and G-proteins in pear) and interconnected hormonal signaling (jasmonic acid in pear, auxins in apple and brassinosteroids in both species), without involvement of salicylic acid. This led to the induction of defense responses such as a remodeling of primary and secondary cell wall, lipids biosynthesis (galactolipids in apple and cutin and cuticular waxes in pear), systemic acquired resistance signal generation (in apple) or perception in distal tissues (in pear), and the biosynthesis of phenylpropanoids (flavonoids in apple but also lignin in pear).

**Conclusion:**

This study is the first example of a successful intergeneric transfer of a resistance gene among *Rosaceae*, with a resistance gene functioning towards another species of pathogen.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08157-1.

## Background

Apple (*Malus domestica* Borkh.) and European pear (*Pyrus communis* L.) are two closely related species of great economic importance for fruit production. A range of pests and diseases attacks both species and their production require a high number of treatments. Scab, caused by *Venturia* species, is the most damaging fungal disease of both fruit species in all temperate countries. This disease causes necrotic lesions on leaves and fruits, which decrease the tree vigor and reduce fruit quality, which make fruits unsuitable for fresh market sales. Chemical scab control under oceanic climates usually requires spraying up to 20 treatments per year and the development of alternative production systems (integrated protection, organic farming) reduce only partially the number of treatments [1]. A sustainable approach is the breeding of new varieties carrying durable resistance toward this disease. To achieve this goal, a better understanding of the function of major resistance genes and downstream defenses is needed.

Apple and European pears are hosts of two different fungal species: *Venturia inaequalis* for apple and *V. pyrina* (formerly named *V. pirina* [2]) for European pear. A long history of association between host and pathogen permitted their coevolution, which led to a narrow host spectrum for each *Venturia* species (i.e. genus specific) [3]. The level of genetic knowledge of the two pathosystems is very different. In the case of apple scab, numerous major resistance genes (R genes) and quantitative trait loci (QTLs) have been identified [4] and apple/*V. inaequalis* was one of the first plant pathosystem with good evidence for gene-for-gene interactions [5]. On the contrary, knowledge about the pear/*V. pyrina* pathosystem is limited. *V. pyrina* presents at least five physiological races, which were found to have a very narrow range of pathogenicity [6]. So far, only one R gene and several QTLs have been identified [7].

*Rvi6* (formerly *HcrVf2*) is a major scab R gene which has been widely used in apple breeding programs. It is the first resistance gene of apple which has been isolated [8]. It encodes a receptor-like protein (RLP) gene containing an extracellular leucine-rich repeat and a putative transmembrane domain, resembling those of the *Cf9* tomato gene of *Cladosporium fulvum* resistance [9]. Transgenic apple lines expressing *Rvi6* under various promoter sequences present a strong resistance to several Rvi6-avirulent scab strains [10]. Genome-wide molecular analyses of the plant responses to scab have rarely been performed and only on apple host interactions. Subtractive hybridization [11, 12] and cDNA-AFLP [13] led to the identification of a limited set of differentially expressed genes in *Rvi6* natural resistant ‘Florina’ variety (scab inoculated ‘Florina’ versus mock, [12]), or in *Rvi6* resistant transgenic ‘Gala’ lines (*Rvi6* transgenic ‘Gala’ versus non-transformed ‘Gala’, after scab inoculation, [11]; *Rvi6* transgenic ‘Gala’ before versus post scab inoculation, [13]). RNA-seq identified five candidate genes putatively involved in the ontogenic scab resistance of apple [14]. In addition, nuclear proteome analysis identified 13 proteins with differential expression patterns among varying scab resistance ‘Antonovka’ accessions [15]. Therefore, in-depth knowledge of transcriptional patterns and gene functions involved in apple and pear scab resistance is still needed.

Plant immune receptors are the initial key step for recognition of invading pathogens and signalization of plant efficient defense mechanisms. Engineering plants via transfer of such R genes has the potential to increase disease resistance in many crops. Many R genes have now been shown to maintain their function after transfer to other plant species (reviewed in [16, 17]). In most cases, these transfers proved successful inside the *Solaneaceae* or the *Poaceae* families but efficient transfers have also been obtained interfamily or even across the monocot and dicot clades. Several classes of R genes have been successfully transferred between plant species: receptor kinase (RK), RLP, nucleotide binding leucine-rich repeat (NLR). Transfer of R genes acting in a gene-for-gene manner to another pathosystem implies two elements: 1) similarity of pathogen effectors recognized by the R gene and 2) sufficient conservation of downstream signaling pathway leading to efficient defense responses. To our knowledge, transfer of R genes between different pathosystems in the *Rosaceae* family has never been reported.

The objectives of our study were: 1) the functional transfer of the apple scab *Rvi6* gene to the pear/*V. pyrina* pathosystem, 2) the molecular dissection of *Rvi6*-mediated defense responses in the two pathosystems.

## Results and discussion

### Efficient production of pear transgenic lines

The binary plasmid pMF1-pMdRbc1.6-Vf2-tMdRbc [10] containing the *Rvi6* coding sequence and the regulatory promoter and terminator sequences from the apple *Rubisco* gene was used to transform the ‘Conference’ pear variety. In total, 78 kanamycin resistant lines were produced in a single transformation experiment using 650 ‘Conference’ leaf explants, reaching a rate of transformation of 12%. This rate is in the higher range of efficiency of most reports of pear transformation [7]. A sample of 30 lines was checked for ploidy level by flow cytometry. Three tetraploid lines and one chimeric (2n/4n) line were discarded. Polymerase chain reaction (PCR) analysis confirmed the presence of the *Rvi6* transgene and the absence of *Agrobacterium* contamination in the remaining 26 lines. A sample of eight transgenic lines were rooted and acclimatized for scab inoculation in greenhouse, of which functional analyze is available in Fig. S1.

Quantitative polymerase chain reaction (Q-PCR) analyses were performed on leaf samples of these lines at two separate times (Spring and Autumn) to evaluate the level of expression of the transgene *Rvi6*. Results in Fig. 1 indicate a large variability of relative expression of the transgene among the transgenic lines, expression levels are 50 to 500 times greater than a background level in ‘Conference’, which does not possess *Rvi6*. Similarly, Joshi et al. [10] observed a wide variation of expression among apple transgenic lines expressing *Rvi6* controlled by the same apple small subunit rubisco gene promoter (*MdRbc)* (57–163 compared to the natural expression level of this resistance gene in the apple cultivar ‘Santana’ that obtained the *Rvi6* gene by means of conventional breeding), that was not correlated with the copy number of the transgene. In our results, the expression levels measured in Spring were generally lower than those measured in Autumn, but a consistent ranking of the lines was obtained in the two assays. The clone 60 AU appeared as the highest expressing line of *Rvi6* at both sampling dates and was therefore chosen for subsequent transcriptomic analyses.

**Fig. 1:**
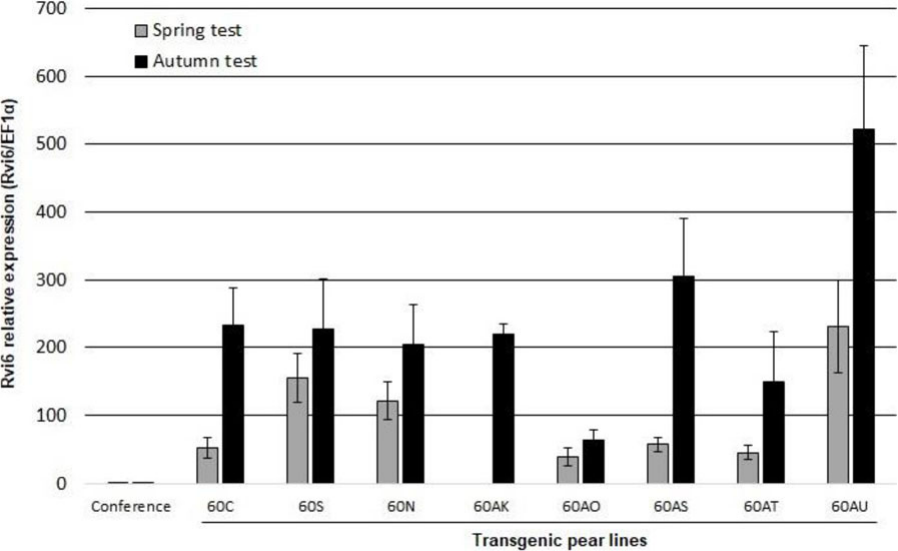
Level of expression of the transgene *Rvi6* in transgenic pear lines. Bars are the mean of three independent replicates, error bars indicate confidence intervals at α = 0.05. Normalization was done with the reference gene *EF1α* and the non-transgenic genotype ‘Conference’ was used as a calibrator

### High level of *V. pyrina* resistance in pear transgenic lines but possible breakdown with some *V. pyrina strains*

A scab inoculation test was performed on eight independent pear transgenic lines carrying the *Rvi6* transgene, with 7 to 25 shoots inoculated by line/strain pair, as biological repeats. The area under the disease progress curve (AUDPC) based on sporulation scores at 14, 21, 28, 35 and 42 days after inoculation summarizes the results (Fig. 2). The three strains of *V. pyrina* caused typical severe scab (100% of class 4 symptoms, Table S1) on the non-transgenic ‘Conference’ (susceptible control). Very strong resistance was observed in the seven transgenic lines challenged with strain VP 137, with only 2% of the plants in susceptible class 3b (clear sporulating, chlorotic and necrotic lesions). All the tested transgenic lines were also clearly resistant to strain VP 102, with only 6% of the plants in susceptible class 3b. However, various levels of susceptibility were observed among transgenic pear lines inoculated with strain VP 98. In total, 57% of the plants from all transgenic lines produced susceptible symptoms of classes 3b or 4. Even though the AUDPC of all transgenic lines was significantly lower than ‘Conference’, this indicates a partial breakdown of *Rvi6* resistance in several transgenic pear lines.

**Fig. 2:**
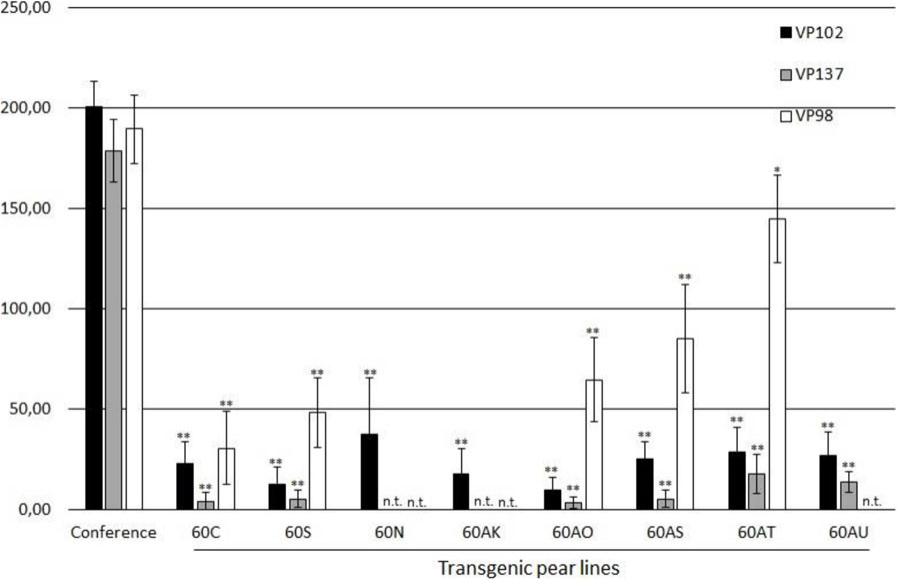
Scab susceptibility of transgenic pear lines inoculated with three different *V. pyrina* strains. AUDPC based on sporulation scores at 14, 21, 28, 35 and 42 days after inoculation with three different *V. pyrina* strains (VP98, VP102, VP137) on a series of transgenic Conference genotypes that received the *Rvi6* gene from apple by means of stable transformation. Bars are the mean of 13 to 25 shoots, error bars indicate confidence intervals at α = 0.05

These results are very similar to the results of Joshi et al. [10] who tested the scab resistance of apple transgenic lines expressing the same construct. They observed total resistance of the transgenic apple lines towards four isolates of *V. inaequalis* avirulent on *Rvi6*-based resistant cultivars, but this resistance was overcome by the isolate EU-D42, virulent on *Rvi6*-based resistant cultivars. Little is known so far about the effectors of *Venturia* species and the basis of their host specificity. Whole genome sequencing allowed a comparative analysis of the predicted secretomes of *V. inaequalis* and *V. pyrina* [18]. This led to the identification of many candidate effector genes or gene families, some of them being unique to *V. inaequalis* or to *V. pyrina* isolates. Recently, the *AvrRvi6* from *V. inaequalis* has been identified as a 93 amino acid protein containing 6 cysteines [19], but no precise homologous has yet been identified in *V. pyrina*. Our findings indicate that the apple transgene *Rvi6* expressed in pear probably recognizes avirulence effectors similar to *AvrRvi6,* secreted by *V. pyrina*, and that some *V. pyrina* strains possess virulence factors leading to *Rvi6* resistance breakdown.

No significant correlation could be found among the transgenic pear lines between the expression level of *Rvi6* and the degree of resistance or the class of symptoms.

### Variable expression of resistance symptoms

At the macroscopic level (Fig. 3A), susceptible interactions (apple: Gala/*V. inaequalis* and pear: Conference/*V. pyrina*) led to a strong sporulation appearing on the upper side of the leaves, but also in the case of pear on the lower side of the leaves as well as on the shoots, as observed previously on ‘Conference’ [20]. At the microscopic level, the kinetics of fungal development was very similar in apple and pear susceptible interactions. Conidia germination and formation of appressoria were achieved three days after inoculation (Fig. 3B). Seven days after inoculation, numerous conidiophores were formed and released conidia (Fig. 3C, D), and the intensity of sporulation was indicated by the number of scars (Fig. 3E).

**Fig. 3:**
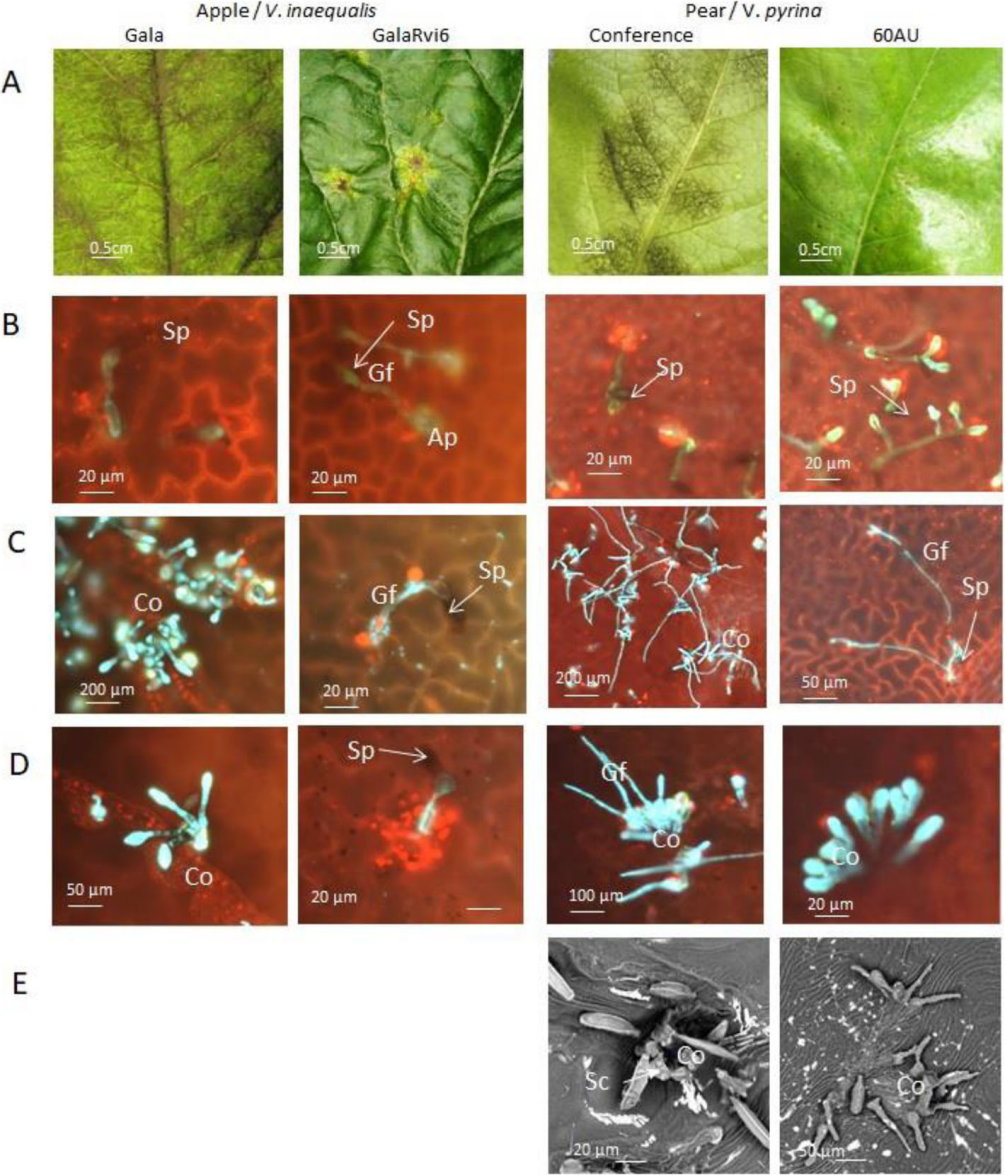
Macro- and microscopic observations of apple and pear susceptible and resistant interactions. (**A**) binocular observations 42 days after inoculatione; (**B**) wide field fluorescence observations 3 days after inoculation; (**C**) wide field fluorescence observations 7 days after inoculation (**D**) wide field fluorescence observations 14 days after inoculation; (**E**) SEM observation 19 days after inoculation. Ap: appressorium, C: conidia, Co: conidiophore, Gf: germination filament, Sc: scar, Sp: spore

At the macroscopic level (Fig. 3A), resistant interactions (GalaRvi6/*V. inaequalis* and 60 AU/*V. pyrina*) presented varied types of symptoms. In addition to pin-points, chlorotic and necrotic lesions, with or without leaf crinkling, were frequently observed in apple as well as in pear. At the microscopic level, apple resistance was characterized by short germination filaments. In addition, infected sites surrounded by a ring of red autofluorescent cells around the appressoria were frequently observed (probably due to accumulation of phenolic compounds). Subcuticular stroma was visible, but no conidiophores were observed (Fig. 3B, C and D). In pear, long branched germination filaments were frequent (Fig. 3C) and many aborted conidiophores without conidia emission were observed (Fig. 3D and E).

The kinetics of establishment of the susceptible interactions agrees with previous reports on *V. inaequalis* [21, 22] and *V. pyrina* [20]. Similarly, the large range of resistance symptoms, from pin-points typical of hypersensitive reaction (HR) to chlorotic lesions with occasional very slight sporulation, has been frequently observed in apple genotypes carrying the *Rvi6* gene, provided by conventional breeding [23] as well as on pear cultivars carrying partial to strong resistance [24]. The microscopic observations fit with the histological description of resistance symptoms of class 1, 2 or 3a in *Rvi6* apple genotypes [21].

Based on these findings, we decided to perform the transcriptomic study at 8, 24 and 72 h post inoculation (hpi), in order to cover the period of establishment of the first intimate contact between fungal and plant cells.

### Common and specific patterns of gene expression modulation during the first steps of *Rvi6*-induced resistance in apple versus pear

Differential expressed genes (DEGs) were analysed by comparing transcript abundance in leaves between susceptible non-transgenic and resistant *Rvi6* expressing lines, in apple and in pear, at each of the three time-points of the interaction with *V. inaequalis* and *V. pyrina* respectively. 

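Leaf RNA of non-transgenic ‘Conference’ and of 60 AU, the pear line expressing *Rvi6*, was compared on the Agilent Pyrus v1.0 microarray at T0, which preceded inoculation with *V. pyrina* strain VP102, and at 8, 24 and 72 hpi. 2 biological repeats per time point were hybridized in dye-switch, which gave 8 arrays and 16 samples. Each array held 87812 gene probes, with 43906 in each orientation, for 40525 distinct gene identifiers. The authors deposited log2 intensities that they had already normalized, with a median between 7.97 and 8.80 in the 16 samples. The log2 ratio of each probe was taken as 60 AU minus ‘Conference’ within an array. The ratios differed by at most 0.005 from those printed in Table S3. The labels give each sample a repeat number, and the ratios were computed for both ways of pairing these numbers. When ‘Conference’ repeat 1 was paired with 60 AU repeat 2 and the reverse, log10 p across the probes of Table S3 had a correlation of at least 0.999 with the p-values of that table. When equal numbers were paired, the correlation was at most 0.655. The labels give both samples of each crossed pair the same dye, so that as labelled they could not share an array, and the first pairing goes against them. These correlations are across genes, which are not independent replicates. The crossed pairing was used, and its ratios were fitted in limma with 1 coefficient per time point and a term for the dye labelled for ‘Conference’. The 8 arrays shared 1 estimate of the spread. A probe was called when its p adjusted by the Benjamini-Hochberg method over all 87812 probes was at most 0.05. Arrays are named by their ‘Conference’ repeat. When 1 array of a time point was left out, the ratio was that of the array left after a dye effect estimated from the other time points was removed, so it could lie outside the range of the 2 arrays. The deposited values and the pairing were chosen after the data were examined. The deposited values were used because the scanner signals attached to each sample matched those of another array of the same slide best. The pairing was chosen from the p-values of Table S3. Between 41.7% and 59.7% of gene spots were well above background in the green channel and between 14.1% and 30.9% in the red channel. The precision of each ratio is limited by the 2 arrays behind it. Gene symbols are those of Table S3, which pairs each pear gene with its closest match in Arabidopsis (TAIR).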

In total, 2977 DEGs in apple and 4170 DEGs in pear were identified, which amounts to 9.5% of all apple genes on the apple AryANE v2.0 microarray, and 9.5% of all pear genes on the Pyrus v1.0 microarray. 

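In pear, limma with Benjamini-Hochberg adjustment called 115 distinct probes over the 4 time points together. When the p-value was not adjusted and a threshold of 0.01 was applied, 7901 distinct probes passed, and among the alternatives of the test this one moved the count most. At each time point, 878 of the 87812 probes would pass that threshold by chance. The paper's 4170 was reached at that unadjusted threshold with each time point fitted alone on the probes with the suffix _r. This fit used the spread implied by Table S3 and was chosen after the values were seen. In it, 0 probes had an adjusted p of at most 0.05 at each time point. The 115 probes included 10 at 8 hpi in the orientation without the suffix _r, whereas all 84 probes of the pear genes in Table S3 carried the suffix. With only the 43906 probes of the _r orientation in the test, 0 were called at 8 hpi by limma, with a lowest adjusted p of 0.0585 and 9823 probes at an unadjusted p under 0.05.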

(Table 1).

**Table 1:** Number of differentially expressed genes (DEGs) identified at each of the three time points

	GalaRvi6 versus Gala				60 AU versus Conference			
	0 hpi	8 hpi	24 hpi	72 hpi	0 hpi	8 hpi	24 hpi	72 hpi
Total number of DEGs*	173	1799	823	539	1115	2415	922	273
DEGs in % of all genes on the microarray**	0.55	5.75	2.63	1.72	2.54	5.50	2.10	0.62
% of upregulated DEGs	19.1	56.8	60.9	30.4	46.2	76.3	81.5	49.1
% of downregulated DEGs	80.9	43.2	39.1	69.6	53.8	23.7	18.5	50.9
% of DEGs without TAIR name	2.89	4.84	6.80	5.19	13.9	14.0	10.1	14.3

*: DEGs numbers were calculated using the *p*-adj values ≤0.01 as selection threshold

**: 66792 genes on the apple AriANE 2.0 microarray, 43,906 genes on the Pyrus v1.0 microarray

In apple GalaRvi6 as in pear 60 AU transgenic lines, *Rvi6* is under the control of the strong constitute Rubisco gene promoter. However, the reaction to these constitutive *RVi6* expression is quite different between apple and pear in terms of DEG quantity. Indeed at T0, before scab inoculation, only 173 DEGs were detected between ‘Gala’ and GalaRvi6, among which 81% were downregulated. On the contrary, in pear, 1115 DEGs between ‘Conference’ and 60 AU were detected at T0, among which 74% were specific of this constitutive state. 

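Between 60 AU and ‘Conference’ at T0, 0 of the 87812 probes passed limma's adjusted p, whose lowest value was 0.666. At an unadjusted p under 0.05, 4336 probes passed. At an unadjusted p of at most 0.01 the number was 848, and 878 would pass by chance. The 848 as a set therefore cannot be told apart from chance. Of these, 243 (28.7%) reached this level at T0 and at no other time point. This share used both orientations and a spread shared by the time points. With each time point fitted alone on the _r probes and the spread implied by Table S3, 822 of 1115 (73.7%) passed at T0 alone. That setting was chosen after the values were seen. The call depended on single arrays, since 3 probes, all lower in 60 AU, were called without the T0 array of repeat 1, and 16, all higher, without that of repeat 2.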

46% of these DEGs were up-regulated. 

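Of the 848 probes at T0, 471 had a higher value in 60 AU and 377 a lower value, so that 55.5% were higher. Since 878 would pass by chance, this share says little about genes that differ at T0. After the ratios of each array were smoothed by loess on probe brightness, this share was 53.5%, and with the median ratio of each of 100 groups of probes by brightness subtracted it was 48.1%. It had no stable direction, since it was 19.3% without the T0 array of repeat 1 and 81.9% without that of repeat 2, where the dye effect came from the other time points. The ratios of the T0 arrays had a correlation of -0.051 across probes, which are not independent replicates.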

Using MapMan to map the DEGs TAIR names, we observed that beside protein and RNA metabolisms, the main functional categories represented in this set of DEGs were signaling, cell cycle, transport, stress and development (Fig. S2).

In both species, the greatest transcriptomic divergence between the susceptible and the resistant transgenic lines occurred at 8hpi (with 1799 DEGs in apple and 2415 DEGs in pear), with respectively 85 and 83% of these DEGs specifically detected at this time point. 

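At 8 hpi, limma called 111 probes, with an adjusted p between 0.0463 and the threshold. The value was higher in 60 AU for 84 of them and lower for 27, on both arrays in every case. 4 probes were called at 24 hpi and 0 at 72 hpi, where 3865 had an unadjusted p under 0.05 and the lowest adjusted p was 0.746. All 111 probes were called at 8 hpi alone. At an unadjusted p of at most 0.01, 5918 probes passed at 8 hpi, 2451 at 24 hpi and 611 at 72 hpi, and 4537 (76.7%) of those at 8 hpi passed at no other time point. Among the 111 called probes, the largest rises at 8 hpi were those of PCP007905, by a log2 ratio of 3.14 (standard error 0.215), and PCP013529, by 3.06 (0.244). The largest falls were those of PCP027232, with -3.17 (0.216), and PCP009389, with -2.61 (0.202). The arrays read -4.24 and -2.09 for PCP027232, and -3.37 and -1.86 for PCP009389. These 4 probes had an adjusted p of 0.0463, and Table S3 pairs none of them with a name. The signal was saturated in 3 of 16 channels for PCP007905, in 2 for PCP027232 and in 1 for PCP009389. Saturation limits the ratios of these probes, so their sizes and ranks are uncertain.
With a spread that varied with brightness (limma's trend option), 2123 probes were called at 8 hpi, including 45 of the 111. Without the 8 hpi array of repeat 1, or without that of repeat 2, 0 probes were called at 8 hpi, although all 111 kept their direction and an unadjusted p of at most 0.01. The 4 probes called at 24 hpi were PCP004305 (log2 ratio 2.44), PCP010539 (2.42), PCP000893 and PCP025774, and the last 2 were named after their values were seen. Without the 24 hpi array of repeat 1, 667 probes were called at 24 hpi, and without that of repeat 2, 41. The change of the log2 ratio between time points was tested in the same fit. T0 and 24 hpi were hybridized on 1 slide, and 8 and 72 hpi on another. A difference between slides cannot be told apart from one between time points on different slides, here and for the genes below. From T0 to 8 hpi, limma called 0 probes, with 9890 at an unadjusted p under 0.05 and a lowest adjusted p of 0.159. From 8 to 24 hpi it called 1, PCP004305. From the number of DEGs at each time point, the paper concludes that the transcriptomes of 60 AU and ‘Conference’ diverged most at 8 hpi.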

Across all time points, the proportion of up-regulated DEGs was higher in pear (76%) than in apple (53%), with the same main functional categories represented: protein metabolism, RNA metabolism, signaling, transport and cell cycle (Fig. 4).

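Among the 115 called probes, 76.5% were higher in 60 AU, with a share of 75.7% at 8 hpi. At an unadjusted p of at most 0.01, the share was 72.9% at 8 hpi, 81.6% at 24 hpi and 46.5% at 72 hpi. Smoothing the ratios by loess on probe brightness within each array changed these shares to 61.5%, 74.1% and 42.1%. Loess left medians away from 0 among the brightest probes, and with the median ratio of each of 100 groups of probes by brightness subtracted the shares were 50%, 24.5% and 27.4%. Both steps were chosen after the data were examined. The median log2 ratio of all probes lay between 0.017 and 0.044 at the 4 time points.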

**Fig. 4:**
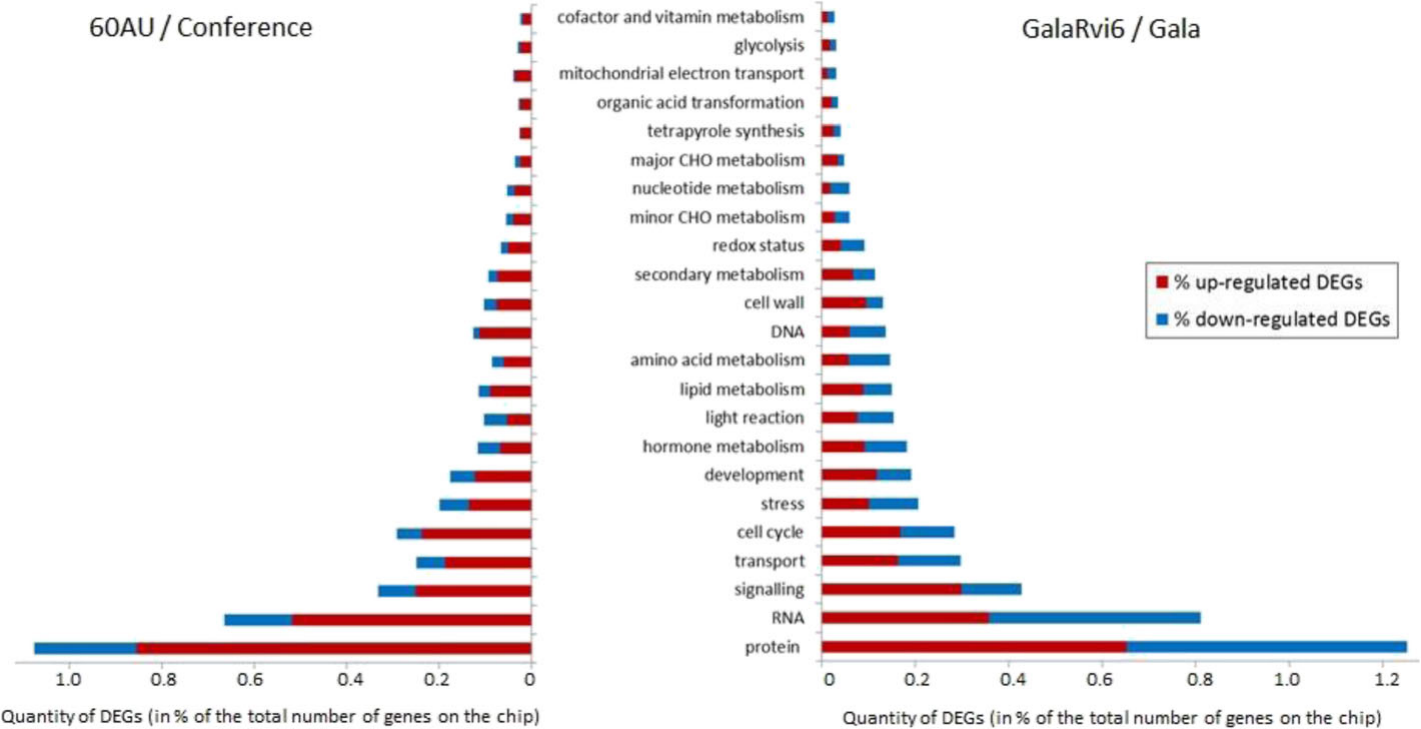
Functional categories of DEGs. Functional classification of pear (60 AU / Conference, on the left) and apple (GalaRvi6 / Gala, on the right) DEGs during their responses to *V. pyrina* and *V. inaequalis* respectively. The number of up- or down-regulated DEGs is expressed as a percentage of the total number of genes present in the Pyrus v1.0 (43,906 genes) and AryANE v2.0 (66,792 genes) microarrays, respectively. DEGs are classified in functional categories according to MapMan 3.5.1R2 bins. Only bins with ≥10 DEGs are presented

To basically validate the transcriptomic data, 13 DEGS with varied ratios (between − 2.01 and 3.57) have been tested in Q-PCR (Table S2), on the two biological repeats used for transcriptomic analyses. In this study 73 apple DEGs, listed in Table S3, are discussed in the four next sections. Among them about 69% were at 8hpi, QPCR was thus focused on DEGs at that time. The 5 chosen apple DEGs at that time have been selected partly among DEGs discussed below (MYB4, CER4) and partly randomly. Concerning pear, 93 DEGs, listed in Table S3, are discussed in the four next sections. Among them about 89% were at 8 or 24hpi, and induced for a majority (66%). 

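The pear list of Table S3 holds 85 rows for 84 distinct probes, with 90 distinct pairs of a probe and a time point. It places 51 pairs at 8 hpi, 28 at 24 hpi and 11 at 72 hpi, of which 48, 23 and 5 are higher in 60 AU. All 90 pairs had the direction of the table on both arrays as deposited, and in the mean ratio after loess on brightness. limma called 2 of the 90 pairs over all 87812 probes. *GL3* (PCP018923) had a log2 ratio of 1.52 at 8 hpi (standard error 0.0927, adjusted p = 0.0463), and the gene paired with at2g29590 (PCP014021) one of 1.40 (standard error 0.112, adjusted p = 0.0463). Without the 8 hpi array of either repeat, neither was called, with ratios of 1.50 and 1.54 for *GL3* and of 1.23 and 1.57 for PCP014021. When the p-values were adjusted over the list alone, 67 pairs passed, with 47 at 8 hpi, 18 at 24 hpi and 2 at 72 hpi. With each time point fitted alone, all 90 passed in that way. The study chose this list on the same samples. No p adjusted over the list alone, here or below, is therefore independent evidence, and neither is the count of 67. It fell to 45 without the arrays of repeat 1 and to 36 without those of repeat 2, and the count over all probes changed to 6 and 0. Among single changes of the test, an unadjusted p of at most 0.01 raised the latter count most, to 52, and limma's trend option raised it to 10, without *GL3* and PCP014021 among them.
The change from T0 was also tested for these pairs. For 8 and 72 hpi it was also a change between slides. All 51 pairs at 8 hpi had moved from T0 in the direction of their ratio, as had the 28 at 24 hpi and the 11 at 72 hpi. The pairs were listed for their ratios at these time points, and 0 were listed at T0. The selection itself favoured such moves, so they are not evidence of a response to inoculation. Over all probes, limma called 0 of the 51 changes, 36 of which had an unadjusted p under 0.05. Adjusted over the list alone, 31 changes passed at 8 hpi, 6 at 24 hpi and 3 at 72 hpi, and the same limit on independence applies. The median SD between the arrays was 0.135 at the listed time point, and the median of the mean SD at the other 3 time points was 0.505. The green signal was well above background on all 8 arrays for the 90 pairs, and the red signal for 75. The probe of the other orientation had the same direction in 52 pairs. That probe is the reverse complement. Over all such pairs of probes, the ratios of the orientations had correlations of 0.011 to 0.13 at the time points. It is therefore not a second reading of the same transcript.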

QPCR was then made essentially on DEGs with positive ratios at one of these two times (Table S2). The 8 chosen pear DEGs have been selected partly among DEGs discussed below (DFR, FLS, ACP4, KFB, lacs2) and partly randomly. The QPCR results confirmed the induced or repressed statute of tested DEGs. 

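Table S2 gives QPCR ratios for 8 pear genes in 9 pairs of a gene and a time point. The array ratio had the QPCR direction in all 9. The deposited values were chosen partly because of this match, so it is not an independent check of them. The 3 genes that are not in Table S3 are named by their identifiers. PCP017226 had a log2 ratio of 2.49 at 8 hpi (standard error 0.614, adjusted p = 0.145 from limma). PCP020889 had a ratio of 3.57 at 24 hpi (standard error 0.269, adjusted p = 0.068), and it was called when the array of repeat 1 was left out, with a ratio of 3.95. Both genes were higher in 60 AU on both arrays, and each had 1 of 16 channels saturated. PCP001467 is measured by 2 probes of the _r orientation. At 72 hpi the first had a ratio of -1.44 and the second, whose ratio is the one printed in Table S2, -2.01 (standard error 1.29, adjusted p = 0.746). The second was lower in 60 AU on both arrays, with -1.24 and -2.79. A dye effect taken from the other time points moved its ratio to 0.45 without the array of repeat 1 and to -4.48 without that of repeat 2, and its signal was saturated in 15 of 16 channels.
The reference genes of the QPCR were read on the same arrays. The log2 ratio of EF1α (PCP017051) was 0.64 at T0, 0.74 at 8 hpi, -0.32 at 24 hpi and -0.27 at 72 hpi. The ratio at 24 hpi had opposite signs on the arrays, and it was -1.37 without the array of repeat 1 and 0.72 without that of repeat 2. The ratio at T0 was 1.26 and 0.026 in the same order, that at 8 hpi 1.01 and 0.46, and that at 72 hpi -0.11 and -0.42, each with the dye effect of the other time points removed. GAPDH (PCP015808) is measured by 2 probes of the _r orientation, and the first had ratios between -0.14 and 0.12. The signal of this first probe was well above background on 1 of 8 arrays in the green channel and on 0 of 8 in the red. Its ratios therefore carry little information. The second probe had ratios between -0.12 and 0.085, and its signal was not compared with the background. The identifier of TUA (PCP014973) had no probe of the _r orientation.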

Because we have not considered the MIQE standards, the significance of these results is limited but we assumed it is sufficient for the purpose presented [25].

#### Specific signaling receptors and pathways between apple and pear

##### Signaling

In the signaling functional category, receptor like kinase (RLK), calcium related DEGs, and small GTP-binding proteins (G-proteins) were predominant in apple and pear. Most of these genes were up-regulated as early as 8hpi.

Among the 33 and 30 receptor kinases up-regulated, 15 and 20 were RLK with a leucine rich repeat (LRR) domain in apple and pear respectively. Several of these RLKs could putatively be involved in effector-triggered immunity (ETI) or pattern-triggered immunity (PTI) (Fig. 5). For example, *CERK1*, which was up-regulated in apple and down-regulated in pear, has a crucial role in glycan-based microbe-associated molecular pattern (MAMP) perception. 

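In pear, *CERK1* (PCP008886) had a log2 ratio of -0.77 at 8 hpi, with values of -0.85 and -0.70 on the arrays (standard error 0.137). Its p was 0.0929 after limma's adjustment over all probes and 0.00522 adjusted over the list alone. At T0 the ratio was 0.36, and the change from T0 to 8 hpi was -1.13 (adjusted p = 0.016, adjusted over the list alone). T0 and 8 hpi were on different slides, so the change need not be one over time. At 24 hpi *CERK1* had a ratio of -0.45.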

CERK1 has recently been shown to be necessary for 1,3-β-D-glucan-triggered immune responses, 1,3-β-D-glucans being important components of fungal and oomycete cell walls. The central role of CERK1 in Arabidopsis immunity is supported by its role in resistance against fungi such as *Alternaria brassicicola*, *Golovinomyces cichoracearum* and *Plectosphaerella cucumerina* [27]. Among the RLKs, PERK1 (a proline extensin-like receptor kinase 1 gene) was up-regulated in apple. Silva and Goring [28] showed that PERK1 may be involved early on in the general perception and response to a pathogen stimulus. Many pattern recognition receptors (PRR) form recognition complexes involving the multitask co-receptors BAK1 and SERK1 [29]. Both co-receptors were also up-regulated in apple. In contrast, a different array of receptors and co-receptors was found up-regulated in pear such as the two negative regulators of BAK1 receptors complex formation (*BIR3* [30] and *ANX2* [31]) and several DAMP receptors such as *RLK7* [32]. Thus *Rvi6*-mediated scab resistance seems to involve a different array of receptors and co-receptors in apple and pear.

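*BIR3* was represented by 2 pear genes, and both were higher in 60 AU on both arrays at 8 hpi. Their log2 ratios were 1.20 for PCP023412 and 0.87 for PCP003274 (standard errors 0.193 and 0.152). *ANX2* (PCP016787) had a ratio of 1.01 at that time (standard error 0.294). *RLK7* (PCP033196) was higher in 60 AU at 24 hpi, with a ratio of 1.28 (standard error 0.227). None of the 4 was called by limma over all probes, with adjusted p-values between 0.0839 and 0.239, and all 4 passed when adjusted over the list alone. At 8 hpi the ratio of *RLK7* was -0.69, and the change from 8 to 24 hpi was 1.97 (adjusted p = 0.156 over all probes, 0.0111 adjusted over the list alone). The ratio of PCP003274 moved the other way, to -0.26 at 24 hpi. For all 4 genes the change from T0 passed when adjusted over the list alone. The probe of the other orientation, which is the reverse complement and not a second reading of the transcript, had the same direction for 1 of the 4.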

**Fig. 5:**
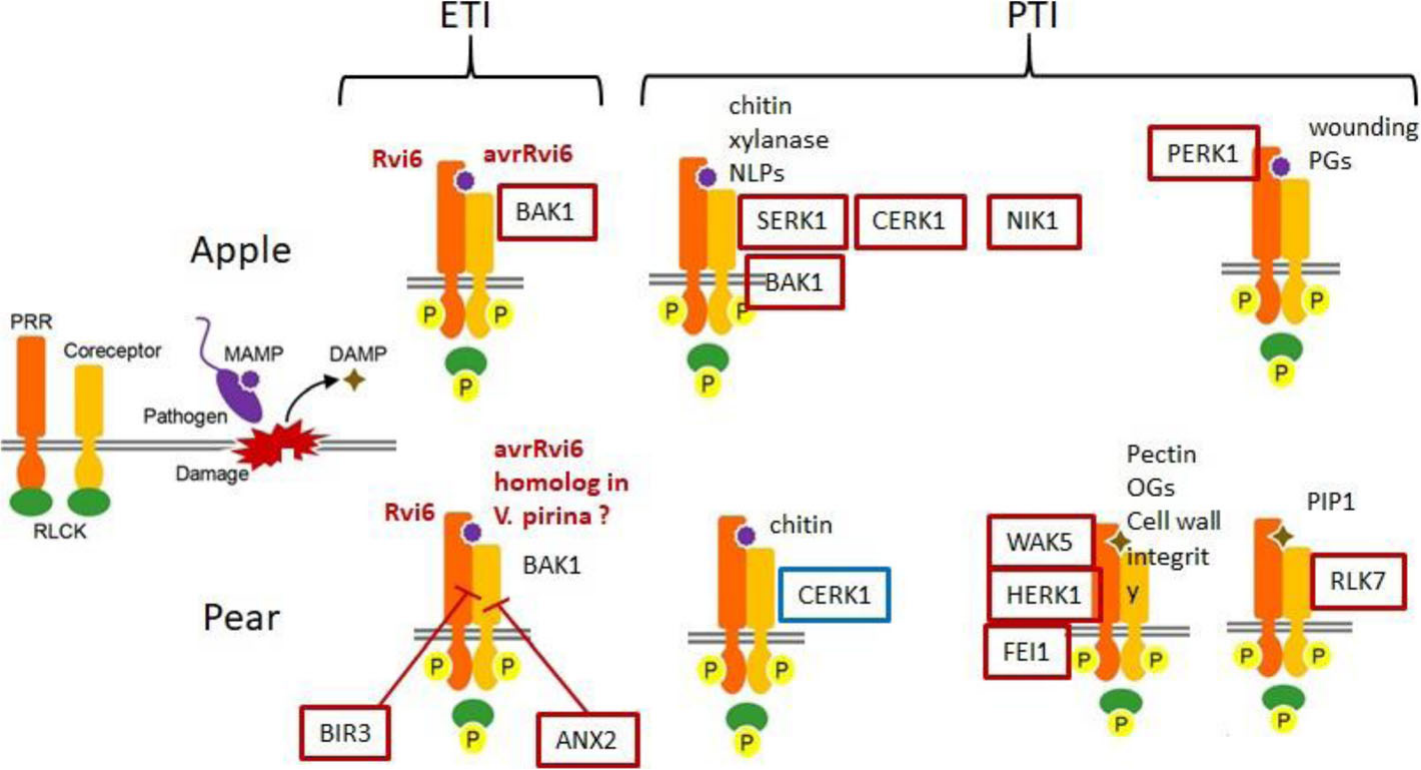
Main complexes of receptors and co-receptors putatively involved in ETI or PTI. Figure adapted from [26]. Main related DEGs activated (in red) or repressed (in blue) in apple (at the top) and in pear (at the bottom). Abbreviations: ANX2: ANXUR2; BAK1: BRI1-associated receptor kinase1; BIR3: BAK1-interacting LRR-RK3; CERK: LysM-RLK chitin receptor kinase; DAMP: damage-associated molecular pattern; FEI1: LRR receptor-like serine/threonine-protein kinase; HERK1: HERCULES1; MAMP: microbe-associated-molecular pattern; NIK1: NSP-interacting kinase1; NLP: necrosis and ethylene-inducing peptide 1-like protein; OG: oligogalacturonides; P: Phosphorylation; PERK1: Proline Extensin-like Receptor kinase1; PIP1: plasma membrane intrinsic protein 1; PG: polygalacturonase; PRR: pattern recognition receptor; RLCK: receptor-like cytoplasmic kinase; SERK1: somatic embryogenesis receptor kinase1; RLK7: Receptor-like kinase7; WAK5: wall-associated kinase 5

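Calcium-related genes of pear were read in 9 genes of Table S3, and 60 AU was higher on both arrays at the listed time point for all 9. The largest log2 ratio was that of *IQD6* (PCP019814), which was 2.09 at 8 hpi (standard error 0.33). At the same time *CPK21* (PCP012491) had a ratio of 1.54, *CRT3* (PCP000427) of 1.42, *CAM3* (PCP027924) of 1.02 and *CPK1* (PCP005746) of 0.96. *CPK13* (PCP015141) had a ratio of 1.29 at 24 hpi, and *CPK6* (PCP002832) one of 0.71 at 72 hpi. *CAM7* was represented by PCP020561 and PCP004711, with ratios of 1.83 and 1.83 at 24 hpi. Their ratios were 2.78 and 2.91 without the array of repeat 1, in which case limma called both, and 0.88 and 0.76 without that of repeat 2. The arrays agreed more closely than this, with 1.75 and 1.90 for PCP020561 and 1.80 and 1.87 for PCP004711, and the shift came from the dye effect of the other time points. It also moved *CRT3*, with 1.42 on both arrays, to 0.79 and 2.04 in the same order, and *CPK6*, with 0.66 and 0.76, to 1.07 and 0.35. With all arrays, the adjusted p-values of the 9 genes lay between 0.0658 and 0.746, so that 0 passed over all probes, although each but *CPK6* passed when adjusted over the list alone. *CPK21* had a ratio of -0.16 at 24 hpi, which differed from that at 8 hpi by -1.69 (adjusted p = 0.0123, adjusted over the list alone). For 4 of the 9 genes the change from T0 passed when adjusted over the list alone. PCP004711 had a ratio of -0.83 at 8 hpi and of -1.34 at 72 hpi.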

Among the calcium related DEGs, calmodulin binding proteins (*IQD13* and *IQD31* in apple; *IQD6* in pear), calmodulin dependent protein kinase (CPK) (*CPK8* and *CPK28* in apple; *CPK1*, *CPK6*, *CPK13* and *CPK21* in pear) and calcium ion binding (*ATCP1*, *ATCBL3* in apple; *CAM3*, *CAM7*, *CRT3* in pear) were up-regulated. Thus, calcium signaling appeared to play a major role in apple as well as in pear during the establishment of *Rvi6*-mediated scab resistance.

The main difference between apple and pear signaling DEGs concerned G-protein known for their role in plant immunity [33]. In apple, only 14 G-protein DEGs were up-regulated (including 2 RABs and 3 ARFs respectively) and 14 DEGs were down-regulated (including 10 RABs). By contrast, most G-protein DEGs were up-regulated in pear (32 out of 36), including NOG1*,* a TRAFAC (translation factors), 13 RABs and 2 ARFs. 

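*NOG1* (PCP031552) had a log2 ratio of 2.73 at 24 hpi, with 2.48 and 2.96 on the arrays. The standard error of limma's fit was 1.03, since the arrays of this probe differed more at the other time points, and its adjusted p was 0.454 (0.0569 adjusted over the list alone). Without the array of repeat 1 the ratio was 4.58, and without that of repeat 2 it was 0.87, values that include a dye effect estimated at the other time points. At 8 hpi it was -0.62.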

Some G-proteins are known to interact with Plant U-box type E3 ubiquitin ligases (PUBs), implicated in the regulation of the immune response and cell death [34]. 

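The pear gene paired with *PUB13* (PCP026499) was read at 8 hpi with a log2 ratio of 0.93 and a standard error of 0.299. It was higher in 60 AU on both arrays, and its p was 0.211 after limma's adjustment over all probes and 0.0289 adjusted over the list alone. At 24 hpi the ratio was -0.50, a change of -1.44 from 8 hpi (adjusted p = 0.0542, adjusted over the list alone). At T0 it was 0.30.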

Interestingly we found PUB13 as up-regulated in pear.

##### Hormonal pathways

In the brassinisteroid (BR) pathway, most of the DEGs found were up-regulated in apple and pear. These genes were involved in biosynthesis (*STE1*, *SQE1* and *CYP90A*), in signaling (*SERK1*, *NIK1*, *BAK1* in apple; *BIR3*, *HERK1* in pear) and regulation (*BIM2* (BES1-interacting Myc-like protein), *BES1*/*BZR1* in apple; *BIM2* in pear) of BRs. 

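In pear, the genes of this pathway in Table S3, *BIR3* included, gave 9 pairs of a probe and a time point, all higher in 60 AU on both arrays. *STE1* (PCP032574) had a log2 ratio of 0.76 at 8 hpi (standard error 0.0757, adjusted p = 0.0538 from limma). Of the 2 genes for *SQE1*, PCP016385 had a ratio of 1.04 at 8 hpi (standard error 0.0993, adjusted p = 0.0536). The other, PCP012954, had ratios of 1.59 at 8 hpi and 0.90 at 24 hpi. *CPD*, the gene of CYP90A (PCP011658), had a ratio of 1.70 at 24 hpi (standard error 0.836). The arrays read 1.28 and 2.13, and with the dye effect of the other time points removed the ratio was 3.06 without the array of repeat 1 and 0.35 without that of repeat 2. *HERK1* (PCP007514) and *BIM2* (PCP011560) had ratios of 0.89 and 1.48 at 8 hpi. 0 of the 9 pairs passed over all probes and 8 passed when adjusted over the list alone, *CPD* being the exception. For 6 of the 9 the change from T0 passed when adjusted over the list alone. The ratios of *STE1*, *HERK1*, *BIM2* and PCP016385 were below 0 at 24 hpi, between -0.29 and -0.073. The change of *STE1* from 8 to 24 hpi was -0.86 (adjusted p = 0.00596, adjusted over the list alone).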

Anwar et al. [35] showed that BR enhance plant tolerance to biotic and abiotic stresses by activating BES1/ BZR1 transcription factors. BR mediated resistance is known to be independent of SA mediated defense signaling in plants [36]. So, some DEGS seem to indicate that BR signaling is involved in apple and pear scab resistance.

In the auxin pathway, most of the DEGs found were up-regulated in apple and pear. They are involved in biosynthesis (*JAR1* in apple), transport (*PIN1* in apple and pear, *ARG1*, *MDR1*, *AUX1* in apple), signaling (*ILR1* in apple) and regulation by auxin (*IQD13*, *IQD31* in apple, *FQR1* in pear). 

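In pear, *FQR1* (PCP015301) had a log2 ratio of 2.10 at 24 hpi (standard error 0.226, adjusted p = 0.112 from limma), and was higher in 60 AU on both arrays. It was called without the array of repeat 1, with a ratio of 2.65. At 8 hpi its ratio was -0.88. Between 8 and 24 hpi *FQR1* changed by 2.98 (adjusted p = 0.109, 0.00582 adjusted over the list alone). Table S3 also lists *ILR1* in pear (PCP026929), which was lower in 60 AU on both arrays at 8 hpi, with a ratio of -0.84 (standard error 0.208, adjusted p = 0.145). Its ratio at T0 was -0.71, and the change from T0 was -0.14 (adjusted p = 0.69, adjusted over the list alone).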

ILR1 regulates the rate of amido-IAA hydrolysis which results in activation of auxin signaling (Fig. 6A) [37]. *ILR1* transcripts are induced by JA, suggesting that these genes might play roles in JA conjugate hydrolysis or that indoleacetic acid (IAA) release may be JA inducible. JAR1, a jasmonate-amido synthetase active on auxin for adenylation, constitutes another link between auxin and JA signaling [38]. Yet Qi et al. [39] supported the hypothesis that JA and auxin interact positively in regulating plant resistance to necrotrophic pathogens. Thus, in apple, some JA pathway component, interacting positively with auxin signaling, seems activated to promote resistance against *V. inaequalis*.

**Fig. 6:**
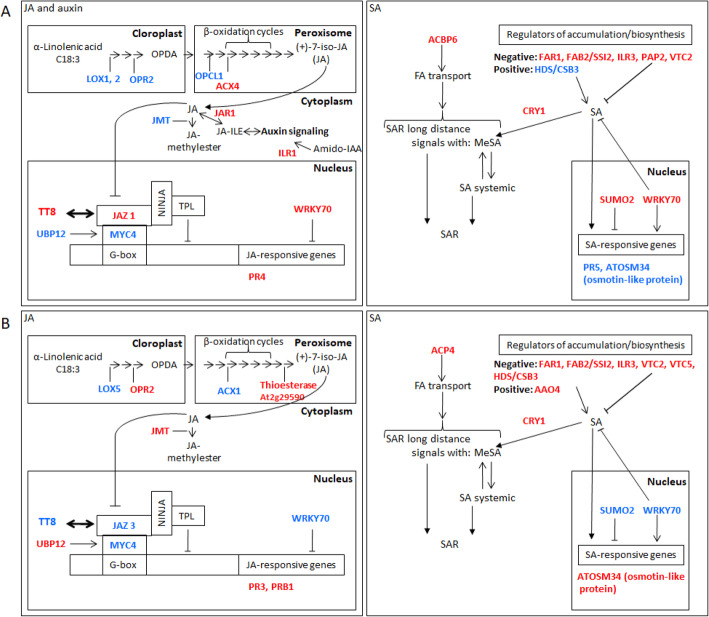
Models of JA, auxin and SA signalings during apple and pear scab host resistance. Apple (**A**) and pear (**B**). In red: up-regulated DEGs; in blue: down-regulated DEGs. Abbreviations: AAO4: aldehyde oxidase 4; ACBP6: acyl-CoA-binding protein; ACP4: acyl carrier protein 4; ACX1, ACX4: acyl-CoA-oxidase; Amido-IAA: amido-indole-3-acetic acid; CRY1: cryptochrome 1; FAB2/SSI2: fatty acid biosynthesis 2/ suppressor of SA insensitive 2; FAR1: FAR-red impaired response 1; G-box: cis-element in the promoter; HDS/CSB3: 4-hydroxy-3-methylbut-2-enyl diphosphate synthase; ILR1, ILR3: indole-3-acetic acid-leucine resistant; JA-ILE: jasmonate-isoleucine; JAR1: jasmonate resistant 1; JAZ: jasmonate-zim domain protein; JMT: jasmonic acid carboxyl methyltransferase; LOX: lipoxygenase; MYC2, MYC4: transcription factor; NINJA: novel interactor of JAZ; OPCL1: OPC-8:0 CoA ligase 1; OPDA: 12-oxophytodienoic acid; OPR2: 12-oxophytodienate reductase 2; PAP2: phytochrome-associated protein 2; PR3, PR4, PR5, ATOSM34/PR5, PRB1;: pathogenesis-related proteins; SUMO2: small ubiquitin-like modifier 2; TPL: TOPLESS co-repressor;; TT8: Transparent Testa 8; UBP12: ubiquitin-specific protease 12; VTC 2, VTC5: vitamin C defective; WRKY: transcription factor

However, the upstream biosynthesis part of JA pathway (*LOX1*, *LOX2*, *OPCL1, OPR2***)** seems rather repressed in apple (Fig. 6A). Concerning pear, JA biosynthesis part of the pathway seems more positively regulated than in apple, *LOX*5 and *ACX1* were down regulated but *OPR2* and *JMT* were up regulated (Fig. 6B). 

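*LOX5* (PCP020158) had a log2 ratio of -1.24 at 72 hpi, and *ACX1* (PCP027964) one of -0.76 at 24 hpi (standard errors 0.442 and 0.213). *OPR2* was represented by 2 genes. PCP025360 had a ratio of 1.02 at 8 hpi (standard error 0.132, adjusted p = 0.0636 from limma). PCP031239 had a ratio of 0.62 at 72 hpi (standard error 0.455), with 0.68 and 0.56 on the arrays. A dye effect taken from the other time points moved it to -0.32 without the array of repeat 1 and to 1.57 without that of repeat 2. For *ACX1*, with -0.87 and -0.66 on the arrays, these values were -1.06 and -0.47. *JMT* (PCP004140) had a ratio of 1.58 at 24 hpi (standard error 0.416, adjusted p = 0.375). All 5 had 1 direction on both arrays. 0 were called over all probes, while *ACX1*, *JMT* and PCP025360 passed when adjusted over the list alone. For PCP025360 alone, the change from T0 passed in that way. *LOX5* was also lower in 60 AU at 8 hpi (-1.26) and higher at 24 hpi (0.75).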

JMT encodes a JA carboxyl methyl transferase which converts JA into MeJA. Seo et al. [40] proposed that JMT is a key enzyme for the jasmonate-regulated plant responses and that MeJA is the signaling molecule in JA pathway. The signaling pathway depending on JA was also contrasted between apple and pear (Fig. 6 A and B). JAZ proteins are MYC repressors, transcription factors that themselves repress gene expression in response to JA. *JAZ1* was found up-regulated in apple, and thus was a negative regulator of *at4g17880* (MYC4)*,* which was indeed down-regulated. *UBP12* down regulation reinforces the inactivation of MYC4 in apple. UBP12 is known as a stabilizer of another MYC protein: MYC2 [41]. Consistently with the hypothesis of a repressed JA signaling pathway in apple, *WRKY70* (an inhibitor of the JA defense pathway) was up-regulated in that species. 

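The jasmonate repressor *JAZ3* (PCP027706) was read in pear at 24 hpi with a log2 ratio of -0.79 (standard error 0.254), and it was lower in 60 AU on both arrays. Its p was 0.428 in limma over all probes and 0.0396 adjusted over the list alone. Without the array of repeat 1 the gene was called, with a ratio of -1.42, and without that of repeat 2 the ratio was -0.16. The arrays themselves read -0.72 and -0.86, and the shift came from the dye effect of the other time points. At 8 hpi it was -0.15.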

Unlike in apple, *JAZ3* was down-regulated in pear. 

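*UBP12* was represented by 2 pear genes. PCP011147 was higher in 60 AU on both arrays at 8 hpi, with a log2 ratio of 1.15, and at 24 hpi, with 2.09. The standard error was 0.219, and limma's adjusted p was 0.103 and 0.111. Without the 24 hpi array of repeat 1, PCP011147 was called with a ratio of 2.52. Its change from T0 to 24 hpi was 1.92 (adjusted p = 0.0131, adjusted over the list alone). PCP001409 had a ratio of 1.07 at 8 hpi (standard error 0.139, adjusted p = 0.0635) and of -0.35 at 24 hpi.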

The inhibition of *JAZ3* and the induction of *UBP12* are consistent with the positive regulation of JA in pear. Among JA-responsive genes, the pathogenesis-related PR3, PR4, PR12 act downstream MYC2 activation [42]. 

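For *PR3* (PCP025993), the log2 ratio at 8 hpi was 1.04, with 1.16 and 0.93 on the arrays (standard error 0.16). The p was 0.0782 in limma over all probes and 0.00395 adjusted over the list alone. The ratio lay between -0.06 and 0.14 at the other 3 time points. The row of Table S3 for this gene carries the TAIR identifier at5g61240, so its link to *PR3* is uncertain.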

In our data, in accordance with the repression of the inhibitor WRKY70, the *PR3* gene was found up-regulated in pear. PR3 encodes a basic chitinase involved in ethylene/jasmonic acid mediated signaling pathway during SAR. PRB1 encodes a basic PR1-like protein and is responsive to ethylene and MeJA [43]. PRB1 was also found induced in pear. 

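*PRB1* (PCP010953) had a log2 ratio of 2.58 at 8 hpi, with 2.21 and 2.96 on the arrays (standard error 0.422). It did not pass limma's adjustment over all probes (adjusted p = 0.0853). It passed only when adjusted over the list alone (adjusted p = 0.00435), which was chosen on these samples. At 24 hpi its ratio was 1.11. At 72 hpi, where Table S3 lists it as lower in 60 AU, the ratio was -0.62 (adjusted p = 0.302, adjusted over the list alone), with the same sign on both arrays. Corrected for the dye effect of the other time points, it was -0.41 without the array of repeat 1 and -0.83 without that of repeat 2, while the arrays read -0.64 and -0.59.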

To conclude, unlike in apple where only the JA pathway component interacting positively with auxin signaling seems to be activated, the global JA signaling pathway appeared induced in pear.

Concerning the SA pathway, the DEGs observed were mostly negative regulators of SA in pear and in apple and were all activated (Fig. 6A and B). 

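In pear, *WRKY70* (PCP021133) had a log2 ratio of -1.24 at 72 hpi (standard error 0.177). Its p was 0.746 in limma over all probes and 0.00919 adjusted over the list alone. At 8 and 24 hpi its ratio was above 0, with 0.49 and 0.37. *SUMO2* (PCP008880) had a ratio of -0.89 at 72 hpi (standard error 0.417, 0.154 adjusted over the list alone) and of 1.91 at 24 hpi. *SUMO2* stood at -0.89 at T0, and its change from T0 to 72 hpi was -0.006. *OSM34*, the gene of PR5 (PCP007863), was higher in 60 AU at 8 hpi, with a ratio of 1.75 (standard error 0.433, 0.0126 adjusted over the list alone). The array ratios of all 3 genes had 1 sign at these time points. The red signal of *OSM34* was well above background on 4 of 8 arrays. With the array of repeat 1 left out its ratio was 0.72, and with that of repeat 2 left out 2.78. The ratio of *SUMO2* at 72 hpi was -1.32 and -0.46 in the same order. These values include a dye effect from the other time points, and the arrays read 2.15 and 1.34 for *OSM34* and -1.09 and -0.70 for *SUMO2*.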

The main difference between apple and pear was the down-regulation of *WRKY70* and *SUMO2* (Small ubiquitin-like modifier) and the activation of OSM34/PR5 in pear, and the opposite in apple. WRKY70 is known as a negative regulator of SA biosynthesis but a positive regulator of SA-mediated defense genes in Arabidopsis [44], among them *PR*5 [45]. SUMO2 acts upstream of SA signaling and suppresses defence signaling in the absence of pathogen [46]. These numerous negative regulators of the SA accumulation/pathway in apple and pear suggest that, even if SAR seems to be engaged (detailed later), it must be independently of SA pathway and in favor of the JA pathway.

The SA and JA/ethylene (ET) pathways are known as mutually inhibitory in many cases and important for immunity against necrotrophic and biotrophic pathogens, respectively [47]. However, Tsuda et al. [48] showed that the loss of signaling flow through the SA pathway can be compensated by another signaling flow through the JA/ET pathways. These findings by Tsuda et al. could explain the absence of SA pathway and the activation of the JA pathway observed in pear *Rvi6* resistance against the hemi-biotrophic fungus *V. pyrina*. BR signaling seems also involved in that resistance. Regarding apple *Rvi6* resistance against the hemi-biotrophic fungus *V. inaequalis*, defenses seem surprisingly deployed independently of the signaling pathways based on the main defense hormones JA and SA, except a JA pathway component interacting positively with auxin signaling, and possibly also thanks to BR signaling.

#### Major role of cell wall-related gene modulation in both species

The plant cell wall is the first contact point during biotic stress and plays an important role in the activation and regulation of defense response strategies. The primary cell wall consists mainly of carbohydrate-based polymers (cellulose, pectin and hemicellulose). The secondary cell wall also contains cellulose, but is enriched in lignin and xylan [27]. The main DEGs detected at 8, 24 or 72 hpi during apple (GalaRvi6 / Gala) and pear (60 AU / Conference) responses to *V. inaequalis* and *V. pyrina*, respectively are listed in Table S4. Our overall results indicate that cell wall genes involved in pectin, cellulose and hemicellulose synthesis and polysaccharide degradation were mostly up-regulated during Rvi6-mediated apple and pear scab resistance, in agreement with many reports on the involvement of most of these genes in the response of plants to pathogens. 

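For pear, Table S3 names 9 cell wall genes, of which 7 were higher and 2 lower in 60 AU, each on both arrays. The largest log2 ratio was that of *CESA3* (PCP026580), with 1.49 at 24 hpi (standard error 0.29, adjusted p = 0.266 from limma). At 8 hpi the ratio of *CESA3* was -0.54, and its change from T0 to 24 hpi was 2.48 (adjusted p = 0.0131, adjusted over the list alone). *CESA9* (PCP018315), *MUR1* (PCP010404), *MUR3* (PCP022282) and *FT1* (PCP016693) had ratios of 1.37, 1.35, 1.18 and 0.88 at 8 hpi. *MUR1* already had a ratio of 1.31 at T0. Its arrays at 8 hpi read 1.04 and 1.65, and after the dye effect of the other time points was removed its ratio was 2.27 without the array of repeat 1 and 0.42 without that of repeat 2. In the same way *CESA9* had 1.84 and 0.91, and *CESA3* at 24 hpi 2.00 and 0.98, with arrays of 1.40 and 1.35 and of 1.63 and 1.34. *GAE6* (PCP002432) had a ratio of 0.73 at 8 hpi with a standard error of 0.773 and 0.68 and 0.78 on the arrays. The same dye effect moved it to 1.90 without the array of repeat 1 and to -0.44 without that of repeat 2. Its signal was saturated in 5 of 16 channels. *PME3* (PCP029209) had a ratio of 0.77 at 72 hpi, with 1 of 16 channels saturated. The genes lower in 60 AU were *COBL4* (PCP011927) at 8 hpi, with -0.73, and *PMEPCRF* (PCP025826) at 72 hpi, with -0.66. 0 of the 9 were called over all probes, where adjusted p lay between 0.119 and 0.746. *CESA3*, *MUR1*, *MUR3* and *COBL4* passed when adjusted over the list alone. The change from T0 passed in that way for *CESA3* only.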

No callose synthase genes were differentially expressed in our data. The genes related to lignin will be discussed later.

#### Importance of lipid metabolism for cuticle biosynthesis and SAR signaling

##### Cuticle biosynthesis

A large number of genes involved in lipid metabolism were up-regulated in pear (39 out of 50 DEGs). Most of these up-regulated DEGs were involved in fatty acid (FA) synthesis, like *ACC1* (acetyl-CoA carboxylase 1), *SSI2* (stearoyl-[acyl-carrier-protein] desaturase), *KAS1* (β-ketoacyl-ACP synthase 1), *KCS2* (3-ketoacyl-CoA synthase), *LACS2* (long-chain acyl-coenzyme A synthetase 2). Similarly, many genes involved in lipid degradation were also up-regulated (10 out of 15 DEGs), like *CER4* (alcohol-forming fatty acyl-CoA reductase). 

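These fatty acid genes were read in 6 pear genes, all higher in 60 AU on both arrays at the listed time point. *KAS1*, listed as KAS I (PCP042490), and *ACC1* (PCP018713) had log2 ratios of 1.99 and 1.44 at 8 hpi (standard errors 0.255 and 0.208). Their adjusted p in limma was 0.0627 and 0.0732. At 24 hpi the ratios of both genes were below 0, at -0.20 and -0.59. *KCS2* was represented by PCP030235, with a ratio of 1.42 at 8 hpi, and PCP025340, with 0.74 at 24 hpi. *SSI2* (PCP010907) had a ratio of 0.61 at 72 hpi, after -1.01 at T0. The arrays at 72 hpi read 0.59 and 0.63, but with the dye effect of the other time points removed the ratio was 0.20 without the array of repeat 1 and 1.02 without that of repeat 2. *LACS2* (PCP013344) had a ratio of 2.04 at 24 hpi with a standard error of 0.986. Its arrays read 1.56 and 2.52, and the same correction gave 4.10 and -0.021. No gene of the 6 was called over all probes. *KAS1*, *ACC1* and PCP025340 passed when adjusted over the list alone, and the change from T0 passed in that way for *KAS1*, *ACC1* and *SSI2*.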

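*CER4* (PCP027042) was higher in 60 AU on both arrays at 72 hpi, with a log2 ratio of 0.91. The standard error was 0.78, and the p was 0.746 in limma over all probes and 0.302 adjusted over the list alone. Its ratio was 0.88 at 8 hpi and 1.63 at 24 hpi. The arrays at 72 hpi read 0.95 and 0.86. Leaving out that of repeat 1 gave 0.33, and leaving out that of repeat 2 gave 1.49, because the dye effect then came from the other time points.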

One lipid transfer protein (*LTP1*) was also up-regulated. A large number of studies have revealed the role of lipids and lipid metabolites during plant-pathogen interactions, including through the very long chain fatty acid (VLCFA) pathway. These lipids are required for the biosynthesis of the plant cuticle [49]. 

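On the route to cutin and waxes, *GPAT6* (PCP031420) had a log2 ratio of 2.36 in pear at 24 hpi (standard error 0.881, adjusted p = 0.453 from limma). Without the array of repeat 1 the ratio was 3.82, and without that of repeat 2 it was 0.90, with the dye effect taken from the other time points. The arrays read 1.89 and 2.83. At T0 it was 1.80, so that the change to 24 hpi was 0.56 (adjusted p = 0.697, adjusted over the list alone). *CER1* (PCP000578) had a ratio of 1.97 at 8 hpi (standard error 0.429, adjusted p = 0.124), which passed when adjusted over the list alone (adjusted p = 0.00914). Both genes were higher in 60 AU on both arrays.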

Throughout the FAs synthesis pathway, several genes were up-regulated in pear leading to synthesis of cuticular waxes and cutin, components of cuticle (Fig. 7A). Cutin and cuticular waxes are known to serve as a physical barrier against pathogens. Several transcription factors (TFs) have been shown to regulate cuticle biosynthesis. The most studied is SHINE1/WAX INDUCER1 (SHN1/WIN1) which is a member of the plant-specific family of AP2/EREBP transcription factors [53]. 

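The pear gene for *SHN1* (PCP011340) was higher in 60 AU on both arrays at 8 hpi, with a log2 ratio of 0.91 (standard error 0.218). Its p was 0.141 in limma over all probes and 0.0124 adjusted over the list alone. It had a ratio of -0.41 at T0, and the change to 8 hpi was 1.32 (adjusted p = 0.0256, adjusted over the list alone). The probe of the other orientation, which is the reverse complement and not a second reading of the transcript, had a ratio of -0.33.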

In our study, *SHN1/WIN1* TF was up-regulated in pear. Non specific Lipid Transfer Proteins (nsLTPs) are known to play a key role in plant resistance to biotic and abiotic stresses and are classified among the PR-14 pathogenesis-related proteins. In our study, *LTP1* was up-regulated in pear. 

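*LTP1* (PCP006615) had a log2 ratio of 0.74 at 8 hpi, with the same sign on both arrays (standard error 0.211). The arrays read 0.79 and 0.68, and the ratio was 1.06 without the array of repeat 1 and 0.41 without that of repeat 2, where the dye effect came from the other time points. In limma its p was 0.179 over all probes and 0.0212 adjusted over the list alone. From T0, where the ratio was -0.55, it had changed by 1.29 (adjusted p = 0.0256, adjusted over the list alone).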

The role of nsLTPs in cutin-monomer transport during cuticle formation has been suggested by Blein et al. [54].

**Fig. 7:**
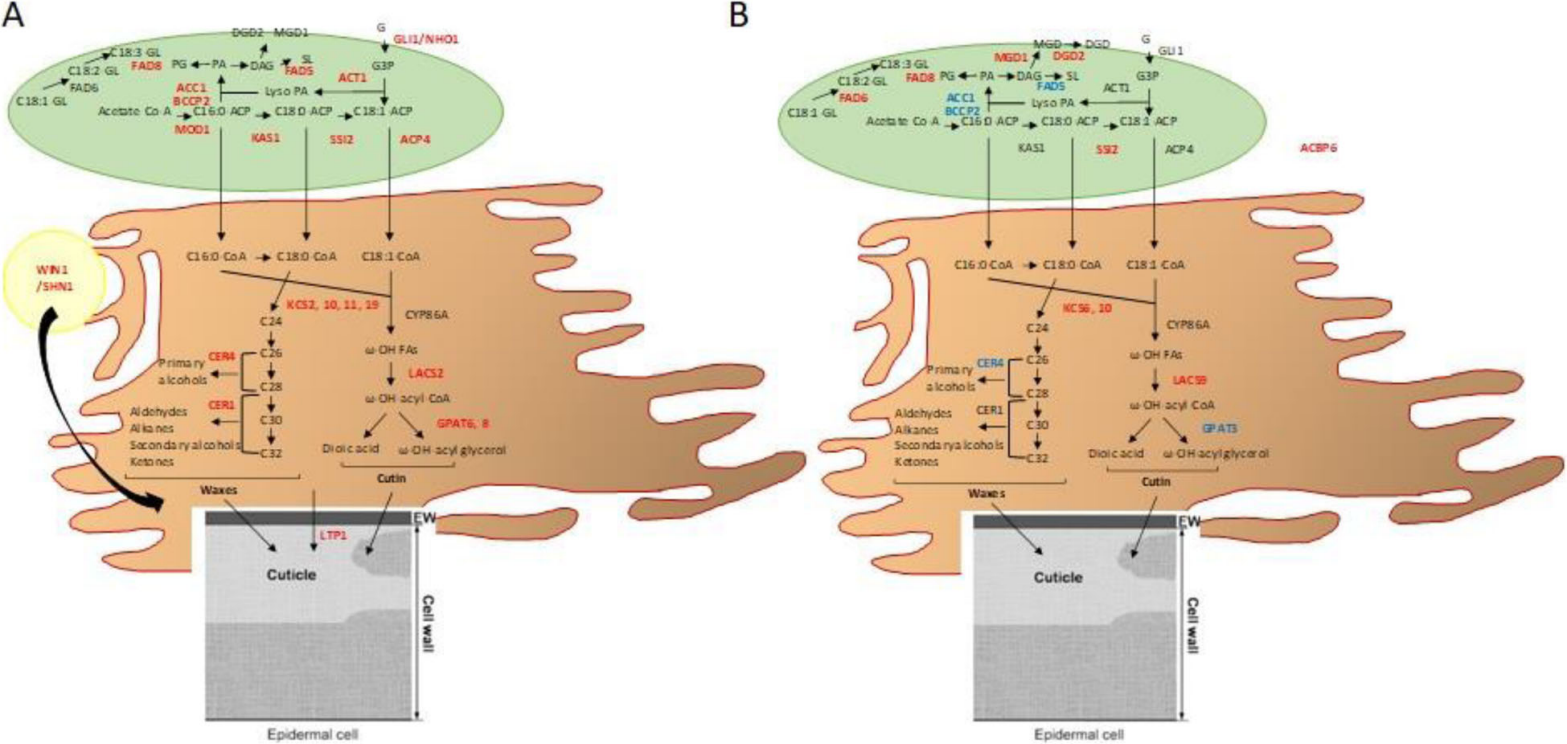
Model of lipid metabolism and cuticle biosynthesis during host resistance of apple and pear. Figure adapted from [50–52]. Pear (**A**) and apple (**B**). In red: up-regulated DEGs; in blue: down-regulated DEGs. Abbreviations: ACBP, acyl CoA binding protein; ACC1, acetyl-CoA carboxylase 1; ACP, acyl carrier protein; ACT1: actin 1; BCCP2, biotin carboxyl carrier protein 2; CER, alcohol-forming fatty acyl-CoA reductase; CoA, coenzyme A; DAG, diacylglycerol; DGDG, digalactosyldiacylglycerol; FAD, fatty acid desaturase; GLI1, glycerol kinase; GPAT, glycerol-3-phosphate acyltransferase; KAS, β-ketoacyl-ACP synthase; KCS, 3-ketoacyl-CoA synthase; LACS, long-chain acyl-coenzyme A synthetase; LTP1, lipid transfer protein 1; MGDG, monogalactosyldiacylglycerol; MOD1, mosaic death 1; PA, phosphatidic acid; PG, phosphatidylglycerol; SL, sulfolipid; SSI2, stearoyl-ACP desaturase; WIN1/SHN1, wax inducer 1/shine 1

Concerning the FAs and VLCFAs pathways, our results indicate that most of these genes were down-regulated in apple (Fig. 7B). However, unlike in pear, *FAD6*, *MGD1* and *DGD2* were up-regulated. The FAD6 and FAD7/FAD8 enzymes can act on glycerolipids containing either C16 or C18 FAs. Enzymes catalyzing galactolipid biosynthesis are present in the inner [monogalactosyl synthase (MGD)] and outer [digalactosyl synthase (DGD)] membranes of the chloroplast and catalyze the biosynthesis of monogalactosyldiacylglycerol (MGDG) and digalactosyldiacylglycerol (DGDG), respectively. MGDG and DGDG are required for thylakoid formation. Chaturvedi et al. [55] showed that systemic acquired resistance (SAR), but not basal resistance of *Arabidopsis* to *P. syringae* pv. *maculicola*, was affected in the *mgd1* mutant. They suggested that a galactolipid is required for the establishment of SAR.

##### SAR signaling

An intact cuticle is necessary for SAR signal generation and perception [56]. Xia et al. [50] showed that mutations in ACP4, a component of FA biosynthesis, weakens SAR because it affects cuticle formation in the leaf. SAR is also compromised in *lacs2*, *lacs9*, *cer1*, *cer3* and *cer4* mutants. Some of these DEGs were up-regulated in pear (*ACP4*, *LACS2*, *CER1*, *CER4*) and apple (*LACS9*) (Fig. 7). Their results suggest that perception of the mobile signal by the cuticle in distal leaves is as important as its generation at the site of the primary infection, and that an intact cuticle is required for the perception of the mobile SAR signal [50]. They also showed that the acyl CoA binding protein ACBP6 may be involved in the transport of FAs required for the proper development of the plant cuticle as well as the generation of the mobile SAR signal [57]. They suggested that *acbp* plants are unable to generate SAR signal but competent in its perception [50]. *ACBP6* gene was up-regulated in apple, consequently *Rvi6* apple lines could generate the mobile SAR signal (Fig. 6A). Moreover, *ACP4* was up-regulated in pear (Fig. 6B). This suggest that *Rvi6* pear could be competent in the perception of the mobile SAR signal by the cuticle in distal leaves. 

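Table S3 pairs 3 pear genes with *ACP4*. PCP044585 was higher in 60 AU on both arrays at 8 hpi, with a log2 ratio of 1.41, and at 24 hpi, with 2.20 (standard error 0.168). Its adjusted p in limma was 0.0577 and 0.068. Without the 24 hpi array of repeat 1 it was called, with a ratio of 2.42. At T0 the ratio of this gene was 1.00, and the change to 24 hpi was 1.20 (adjusted p = 0.0206, adjusted over the list alone). PCP037850 had a ratio of 1.24 at 8 hpi and was lower in 60 AU at 72 hpi, with -1.17 (standard error 0.243). PCP013423 had a ratio of 1.29 at 24 hpi (standard error 0.519), with 1.11 and 1.47 on the arrays. With the dye effect taken from the other time points it was 2.40 without the array of repeat 1 and 0.18 without that of repeat 2. Adjusted over the list alone, all of these passed but PCP013423.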

SAR is also positively regulated by CRY1, upregulated in apple and pear (Fig. 6). Thus, despite the fact that the SA pathway was not activated, apple and pear seem to engage SAR. Indeed, Kachroo and Robin [58] suggested that the accumulation of SA in the distal tissues may not be required for the induction of SAR. Moreover, JA has been suggested to participate in SAR [59] and thus a connection between SAR and JA could be made in pear. Indeed, *PR3* gene was found up-regulated in pear and encodes a basic chitinase involved in ET/JA mediated signaling pathway during SAR. Moreover, exogeneous application of MeJA is known to induce SAR [60]. 

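In pear, *CRY1* (PCP028146) had a log2 ratio of 1.17 at 24 hpi, with 0.98 and 1.35 on the arrays. The standard error of the fit was 0.715, and the p was 0.509 in limma over all probes and 0.162 adjusted over the list alone. At 8 hpi the ratio was -1.23, and on all 4 arrays of these time points its sign followed the time. The change from 8 to 24 hpi was 2.40 (adjusted p = 0.117, adjusted over the list alone). Without the 24 hpi array of repeat 1 the ratio was 2.16, and without that of repeat 2 it was 0.17, since the dye effect was then taken from the other time points.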

In pear, via the induction of JMT, MeJA could be produced (Fig. 6B).

Our overall results indicate the importance of lipid metabolism for the two species. In pear, the biosynthesis of cutin and cuticular waxes is increased, which strengthen this barrier against pathogens. In apple, galactolipid biosynthesis seems to be required for the establishment of SAR and thus for resistance to scab. Furthermore, SAR signaling is activated in both species. Whereas the generation of the mobile signal is increased in apple, the perception of this signal in distal tissues is increased in pear, maybe via JA signaling.

#### General activation of the phenylpropanoid pathway and specific metabolite production in apple and pear

The phenylpropanoid pathway is involved in lignin, flavonoid and others metabolites biosynthesis. In our study, genes involved in lignin and flavonoid pathways were up-regulated in pear, 9 out of 9 DEGs and 8 out of 9 DEGs respectively. Most of these genes were expressed as early as 8 h post inoculation. The trend was more towards down-regulation in apple.

##### Repression of the anthocyanin pathway and activation of flavonoid biosynthesis in apple

In our results, among the apple DEGs, appeared MYB transcription factors regulators of the phenylpropanoid pathway [61]. *At*MYB4 is a MYB repressor of the C4H gene of the lignin pathway. In our study, this gene was down-regulated in apple, therefore it is not repressing the lignin pathway. Indeed, the C4H gene was up-regulated in apple and also in pear (Fig. 8). 

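The pear gene for *C4H* (PCP020084) had a log2 ratio of 1.62 at 8 hpi, and was higher in 60 AU on both arrays (standard error 0.556). Its p in limma was 0.231 over all probes and 0.0352 adjusted over the list alone. From T0 it had changed by 1.00 (adjusted p = 0.301, adjusted over the list alone).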

*At*CPC is a MYB repressor of the anthocyanin pathway [62]. This gene was up-regulated in apple, which suggests that the anthocyanin pathway was therefore not activated (Fig. 8A). Moreover Qi et al. [63] revealed that JAZ proteins interact with bHLH (TT8, GL3, and EGL3) and MYB transcription factors (MYB75 and Glabra1) to repress JA-regulated anthocyanin accumulation and trichome initiation. In our study, *TT8* and *JAZ1* were down regulated in apple (Fig. 6A). Thus, we can assume that the anthocyanin pathway was not activated for apple scab resistance. The flavonoid pathway seems to be engaged because *PAL*, *C4H* and *CHS* were up-regulated in apple. CHS expression leads to the accumulation of flavonoids and isoflavonoids phytoalexins [64]. Treutter stated that flavonoids play a defensive role in apple scab resistance, mentioning that if PAL is inactivated in a resistant cultivar, this leads to strong infection [65].

**Fig. 8:**
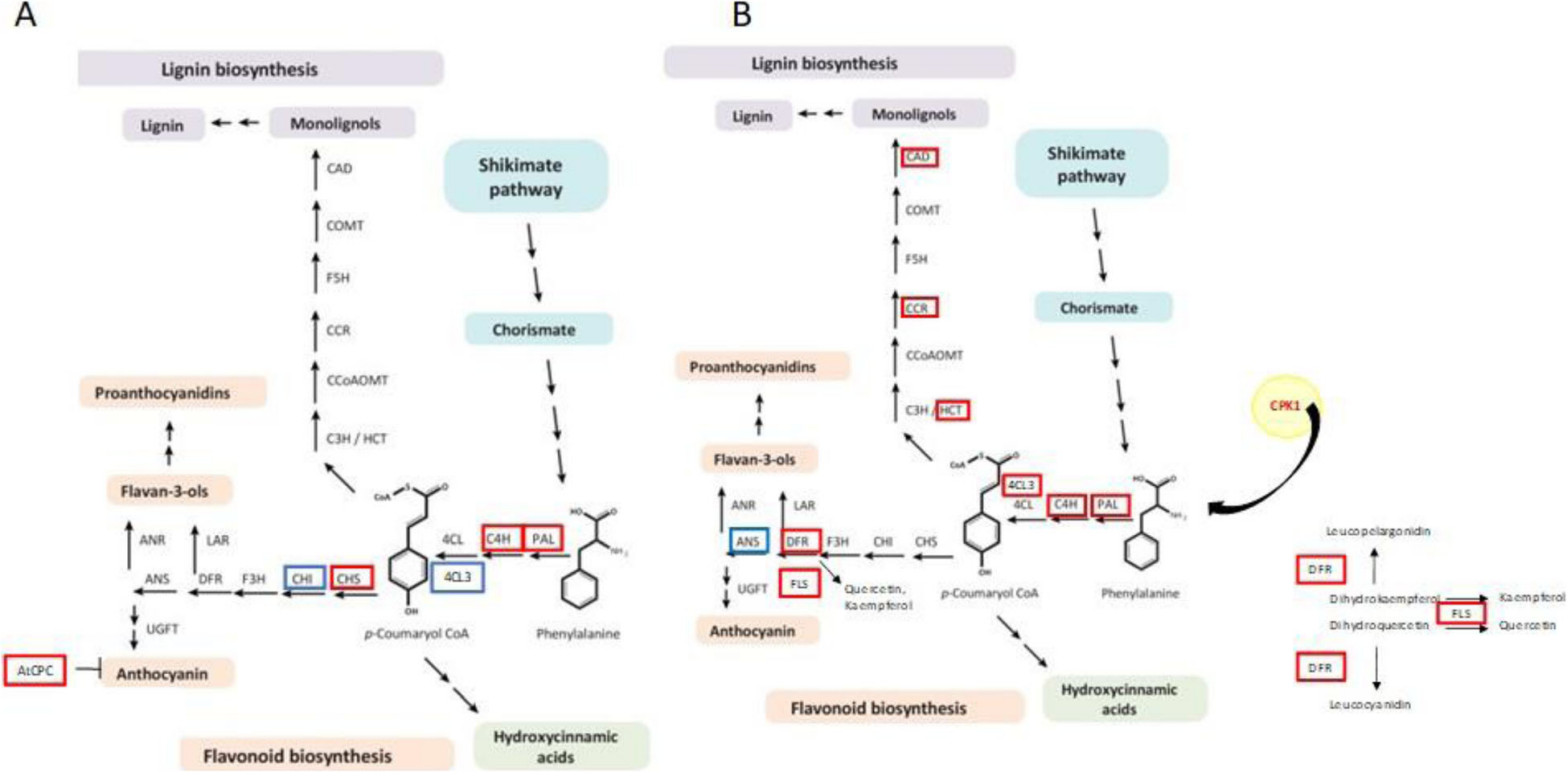
Overview of the phenylpropanoid pathway during host resistance of apple and pear to *Venturia* sp. Figure adapted from [61]. Apple (**A**) and pear (**B**). In red: up-regulated DEGs; in blue: down-regulated DEGs. Abbreviations: 4CL, 4- coumarate-CoA ligase; ANR, anthocyanidin reductase; ANS, anthocyanin synthase; C3H, cinnamate 3-hydroxylase; C4H, cinnamate 4-hydroxylase; CAD, cinnamyl alcohol dehydrogenase; CCoAOMT, caffeoyl-CoA O-methyltransferase; CCR, cinnamoyl-CoA reductase; CHI, chalcone isomerase; CHS, chalcone synthase; COMT, caffeic acid 3-O-methyltransferase; CPC, CAPRICE MYB transcription factor; CPK, calcium-dependent protein kinase; DFR, dihydroflavonol reductase; F3H, flavanone 3-hydroxylase; FLS, flavonol synthase; HCT, hydroxycinnamoyl-CoA shikimate/quinate hydroxycinnamoyl transferase; KFB, Kelch repeat F-box; LAR, leucoanthocyanidin reductase; PAL, phenylalanine ammonia-lyase

##### Lignin and flavonoid biosynthesis in pear

In pear, the lignin pathway was activated with many genes up-regulated all along this pathway (Fig. 8 B, Table S4)). The phosphorylation of PAL is accomplished by the activation of *AtCPK1* [66], which was up-regulated in pear in our experiment. The *C4H* and *4CL3* genes were also up-regulated, leading to either flavonoid or lignin pathways. The lignin biosynthesis is sustained in particular with *CAD7* which is involved in the synthesis of lignin precursors. 

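The genes of the lignin pathway in Table S3 were *PAL1*, *C4H*, *4CL3* and *CAD7*, each with 1 pear gene. *PAL1* (PCP008617) had a log2 ratio of 1.85 at 8 hpi (standard error 0.493, adjusted p = 0.161 from limma). Its ratio was 1.22 at T0, with 2.03 and 0.41 on the arrays, and the change from T0 to 8 hpi was 0.63 (adjusted p = 0.439, adjusted over the list alone). Without the 8 hpi array of repeat 1 the ratio was 2.88, and without that of repeat 2 it was 0.82. These values include a dye effect from the other time points, and the arrays read 1.53 and 2.17. *4CL3* (PCP003610) had a ratio of 1.74 at 8 hpi (standard error 0.3, adjusted p = 0.0905), which had changed by 1.36 from T0 (adjusted p = 0.0402, adjusted over the list alone). At 24 hpi its ratio was -0.35. *CAD7* (PCP007817) had ratios of 1.42 at 8 hpi and 0.80 at 24 hpi (standard error 0.294, adjusted p = 0.115 and 0.45). For *CAD7* at 24 hpi the arrays read 0.93 and 0.67, and in the same way the ratio was 0.16 and 1.44. All these ratios were higher in 60 AU on both arrays at the listed time points. The p of *CAD7* at 24 hpi was 0.0569 adjusted over the list alone, while the pairs at 8 hpi passed in that way. For *CPK1*, the change from T0 to 8 hpi was 0.58 (adjusted p = 0.173, adjusted over the list alone).

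**Figure D1:**
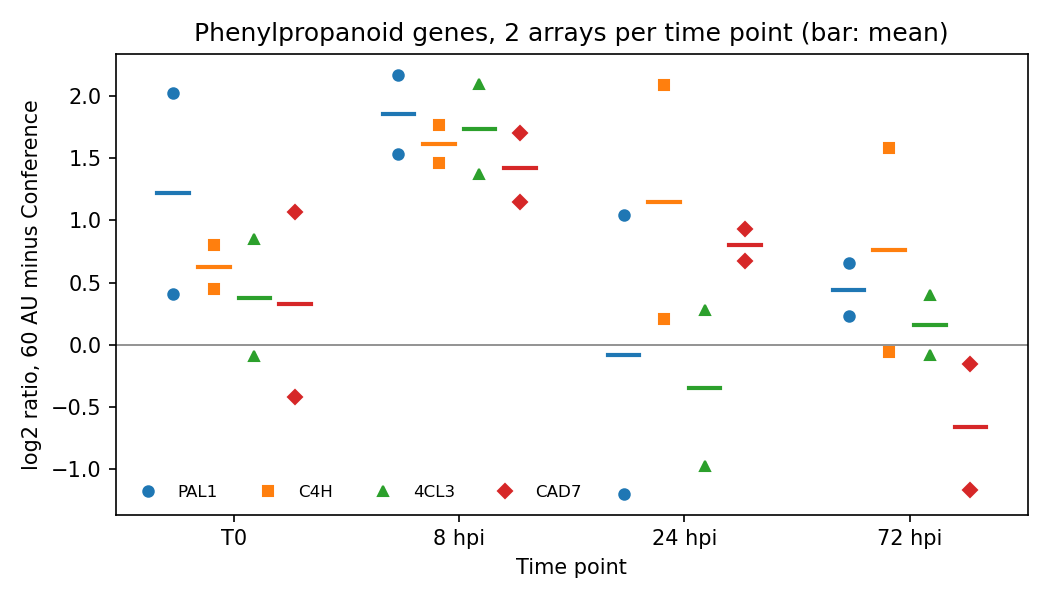
Log2 ratio of 60 AU over ‘Conference’ of *PAL1*, *C4H*, *4CL3* and *CAD7* at T0 and at 8, 24 and 72 hpi. Each point is 1 array and each horizontal bar is the mean of 2 arrays. All 4 genes lie above 0 on both arrays at 8 hpi. The arrays lie on opposite sides of 0 for *PAL1* and *4CL3* at 24 hpi. They also do so for *4CL3* and *CAD7* at T0, and for *4CL3* and *C4H* at 72 hpi.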

Increased accumulation of lignin can form a barrier against pathogen spread [67].

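Genes of the SCF E3 ubiquitin ligase complex were higher in 60 AU on both arrays. *SKP1* (PCP031338) had a log2 ratio of 1.03 at 8 hpi (standard error 0.104). Its p was 0.0543 in limma over all probes and 0.00156 adjusted over the list alone. *CUL1* (PCP017848) had a ratio of 1.24 at 24 hpi, with a standard error of 0.621, and did not pass when adjusted over the list alone (adjusted p = 0.104). With the array of repeat 1 left out, the ratio of *CUL1* was 1.97, and without that of repeat 2 it was 0.52, although the arrays read 1.17 and 1.32, because the dye effect then came from the other time points.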

In pear, we found the flavonoid pathway activated, but without *CHS* up-regulation, which could be explained by the regulation by the SCF E3 ubiquitin ligase complex, involved in protein degradation, and revealed by the up-regulation of ubiquitin-ligase E3s DEGs (and 42 out of 61 in pears). Among the E3-SCF genes, 2 Kelch repeat-containing F-box (KFB) family protein were up-regulated in pear, one of which was highly up-regulated (ratio of 3.16). 

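The *KFB* gene of Table S3 (PCP000386) had a log2 ratio of 3.16 at 24 hpi, with 3.19 and 3.12 on the arrays (standard error 0.619). The p was 0.269 in limma over all probes and 0.0109 adjusted over the list alone. At 8 hpi the ratio was -1.37, and the change from 8 to 24 hpi was 4.53 (adjusted p = 0.192, 0.0173 adjusted over the list alone). From T0 to 24 hpi *KFB* changed by 2.49 (adjusted p = 0.0894, adjusted over the list alone). The probe of the other orientation had a ratio of -1.73 at 24 hpi, but it is the reverse complement and not a second reading of the transcript.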

Another *KFB*-like gene, *at1g23390*, overexpressed in pear, physically interacts with *CHS* and specifically mediates its ubiquitination and degradation [68]. The flavonoid pathway was nevertheless activated, with the up-regulation of dihydroflavonol 4-reductase (DFR) and flavonol synthase (FLS) genes. 

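*DFR* (PCP004147) had a log2 ratio of 0.68 at 8 hpi, and *FLS* (PCP017445) one of 1.01 (standard errors 0.206 and 0.221). Both were higher in 60 AU on both arrays, and their adjusted p in limma was 0.193 and 0.124 (0.0235 and 0.00914 adjusted over the list alone). From T0, *FLS* had changed by 1.13 and *DFR* by 0.20 (adjusted p = 0.03 and 0.546, adjusted over the list alone). The red signal of *DFR* was well above background on 5 of 8 arrays, and its ratio at 24 hpi was -0.77. *LDOX* (PCP027029), also listed for pear, was lower in 60 AU on both arrays at 24 hpi, with a ratio of -1.31 (standard error 0.331, adjusted p = 0.36). The arrays read -1.41 and -1.21, and with the dye effect taken from the other time points the ratio was -1.88 without that of repeat 1 and -0.74 without that of repeat 2.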

The FLS gene leads to the biosynthesis of quercetin and kaempferol. These metabolites are activated after priming of tomato seeds with MeJA in response to *Fusarium*, in rust infected leaves of black poplar, are involved in pecan scab resistance, and in Norway spruce rust resistance [69–72]. Therefore, flavonoids, more specifically quercetin and kaempferol, could be involved in pear scab resistance.

Our overall results indicate that most of the flavonoid and lignin genes were up-regulated in pear while as many genes were up-regulated as down-regulated in apple. 

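Over the lignin genes of Table S3 and *CPK1*, 6 of 6 pairs of a probe and a time point were higher in 60 AU, and over *DFR*, *FLS* and *LDOX*, 2 of 3. 0 of these 9 pairs passed limma's adjustment over all probes. When adjusted over the list alone, which was chosen on these samples, 8 passed. The change from T0 passed in that way for 1 pair of the first group and for 1 of the second.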

A general positive correlation between lignin amount and pathogen resistance is observed for several plant-pathogen interactions [73]. Flavonoids seems to be involved in apple scab resistance, as reviewed by Treutter et al. [65]

## Conclusion

To conclude, our study allowed elucidating the mechanisms underlying the major gene *Rvi6*-induced resistance in apple, but also in pear. In apple/*V. inaequalis* interaction, once achieved the pathogen recognition thanks to *Rvi6*, signal transduction is triggered by calcium and hormonal signaling, in particular auxin and BRs. This leads to the induction of defense responses such as a slight remodeling of primary and secondary cell wall, galactolipids biosynthesis, the establishment of a SAR and the biosynthesis of flavonoids (Fig. 9). In pear/*V. pyrina* interaction, once achieved the pathogen recognition, signal transduction is triggered by calcium, ubiquitin, G-protein and hormonal signaling involving BRs but especially JA. The perception of a SAR signal in distal tissues is also observed. This leads to the induction of defense responses such as the remodeling of primary and secondary cell wall, the biosynthesis of cutin and cuticular waxes and the biosynthesis of flavonoids and lignin (Fig. 9).

**Fig. 9:**
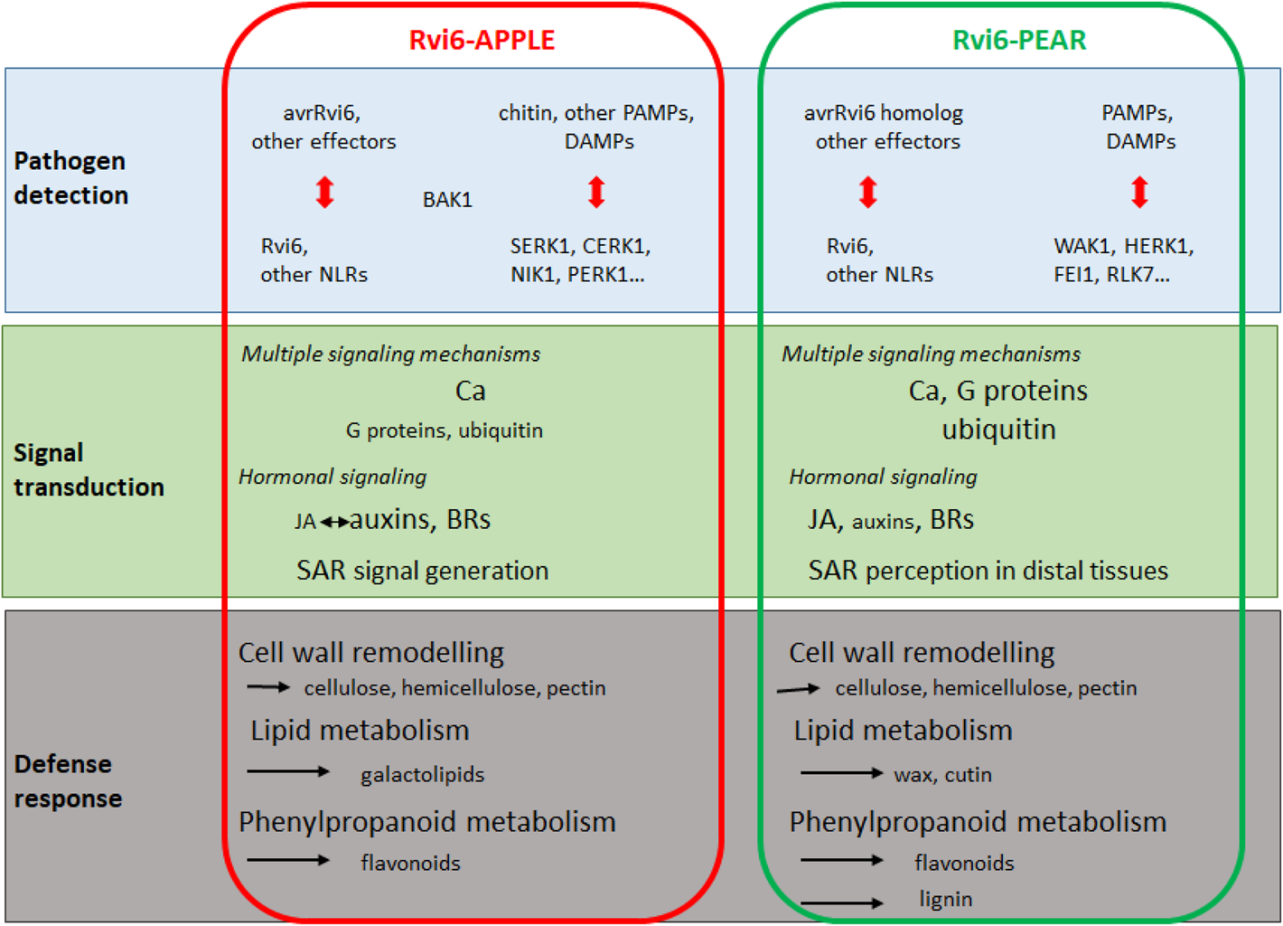
Hypothetical scheme of the main features of *Rvi6*-mediated scab resistance in apple and pear. Based on the most relevant DEGs described in the present study

Beyond the precise deciphering of *Rvi6*-induced signaling and defense cascades in apple and pear, this work also revealed that these downstream mechanisms differ between both genera. We can venture that it is also the case at the inter- and intraspecific levels. Comparative transcriptomic analyses of *Rvi6* introgressions in various apple and pear genetic backgrounds would be a great help to test that hypothesis, which has important implications in terms of ideotype design for improved and sustainable resistance. Moreover, the deciphering of the molecular mechanisms underlying varied resistances, quantitative as qualitative, must also be pursued, in order to allow the design of efficient and sustainable host type resistances in apple and pear, allowing adapted genetic background choice, pyramiding and intergeneric transfer strategies. Moreover, whatever the genetic combination used, the adaptation of the pathogen will have to be considered as well.

## Methods

### Biological material

The apple cultivar ‘Gala’ was chosen because of the availability of the transgenic clone P_MdRbc_HcrfVf2–11 (GalaRvi6) already described by Joshi et al. [10] and get from Wageningen UR Plant Breeding.

This transgenic clone expresses the *Rvi6* transgene under the control of the apple *Rubisco* gene promoter and terminator sequences. For this study, it was micropropagated on Murashige and Skoog [74] medium supplemented with 0.5 mg/l 6-benzyladenine and 0.1 mg/l 3-indolebutyric acid. The pear cultivar ‘Conference’ (CF) was chosen for this study because of its high susceptibility to scab [20]. This cultivar was propagated in vitro as previously reported [75].

For pear transformation, the *A. tumefaciens* strain EHA105 [76] containing the ternary plasmid pBRR1MCS-5 with a constitutive *VirG* gene [77] was used. The binary plasmid pMF1-pMdRbc1.6-Vf2-tMdRbc [10] contained the *Rvi6* coding sequence and the regulatory promoter and terminator sequences from the apple *Rubisco* gene.

For apple scab inoculation, the *V. inaequalis* monoconidial isolate used was EU-B04 from the European collection of *V. inaequalis* of the European project Durable Apple Resistance in Europe [78]. For pear scab inoculation, three monoconidial strains of *V. pyrina* were chosen for their aggressiveness on ‘Conference’ (VP98, VP102 and VP137, [20]).

### Production of pear transgenic lines and molecular characterization

Leaves from micropropagated ‘Conference’ plants were used as explants and *Agrobacterium tumefaciens*-mediated transformation was performed according to Mourgues et al. [79]. Transgenic lines and control plants were then propagated in vitro and acclimatized in a greenhouse as described by Faize et al. [80] for apple and Djennane et al. [81] for pear.

The ploidy level of 30 independent pear kanamycin resistant lines was checked by flow cytometry, as described in Chevreau et al. [82], and tetraploid lines were eliminated.

Presence of the transgene and absence of contaminating agrobacteria were monitored by PCR. Genomic DNA extraction from leaves of in vitro shoots was performed according to [83]. Primers used allowed the detection of (i) the specific pMdRbc1.6-Rvi6 fragment, (ii) *A. tumefaciens* presence, (iii) *nptII* gene and (iv) elongation factor 1α (*EF*1*α*). They are listed in Table S5. Amplifications were performed using GoTaq® Flexi DNA Polymerase (Promega) according to the manufacturer’s recommendations. The PCR reaction conditions were identical for the four genes: 95 °C for 5 min, followed by 35 cycles at 95 °C for 30 s, 60 °C for 45 s, 72 °C for 1 min 30s, with a final extension at 72 °C for 5 min. The PCR products were separated on a 1.5% agarose gel.

Expression of the transgenes was assessed quantitatively by QPCR. Total RNA was extracted from leaves of greenhouse-grown plants, according to the same protocol as in “Transcriptomic experiments” section. First-strand cDNA synthesis and QPCR were then performed as described in “QPCR validation of transcriptomic data” section, with 0.3 (*EF1α* and pMdRbc1.6-Rvi6 fragment) of each primer (Table S5) (10 μM) in a final volume of 10 μl. Normalization was done with the reference gene *EF1α* and the non-transgenic genotype ‘Conference’ was used as a calibrator.

The copy number of transgenes was estimated as in [84], by Quantitative PCR (QPCR) on genomic DNA isolated from leaves of micro propagated plants, with the transgene nptII and an endogenous reference gene (actin). Accessions and primer sequences are indicated in Table S5.

### Scab inoculation procedure

Greenhouse growth conditions and mode of inoculum preparation applied in this work were as described in Parisi and Lespinasse [85] for apple and Chevalier et al. [86] for pear. Briefly, the youngest leaf of actively growing shoots was tagged and the plants inoculated with a conidial suspension (2 × 10^5^ conidia ml^− 1^). Symptoms were recorded at 14, 21, 28, 35 and 42 days after inoculation. The type of symptoms was scored using the six class-scale of Chevalier et al. [21] and the quantity of disease was evaluated by the percentage of leaf area with sporulating lesions, recorded on a 7 class-scale as described in Parisi et al. [87].

### Microscopic observations

Two types of microscopic observations were performed. Histological studies were made on samples stained with the fluorophore solophenyl flavine [88]. In brief, leaf discs were rinsed in ethanol 50° before staining in a water solution of solophenyl flavine 7GFE 500 (SIGMA-Aldrich, St Louis USA) 0.1% (v/v) for 10 min. The samples were first rinsed in deionized water, then in glycerol 25% for 10 min. Finally, the leaf samples were mounted on glass-slides in a few drops of glycerol 50%. They were examined with a wide-field epifluorescence microscope BH2-RFC Olympus (Hamburg, D) equipped with the following filter combination: excitation filter 395 nm and emission filter 504 nm.

For cryo-scanning-electronic microscopy (SEM), leaf samples were fixed in glutaraldehyde 4% in phosphate buffer 0.2 M, pH 7.2 under vacuum and stored at 4 °C until observation with a benchtop SEM Phenom G2 Pro (PhenomWorld, Eindhoven, NL).

### Transcriptomic experiments

Leaf samples were immediately frozen in liquid nitrogen and kept at − 80 °C until analysis. Sampling concerned the youngest expanded leaf of each plant labeled the day of the inoculation. Each sample is a pool of leaves from three different plants. Four biological repeats (genotype x treatment x time) were collected during two independent scab inoculation tests. Leaf samples taken just before inoculation (T0) and at 8, 24 and 72 h post inoculation of two biological repeats among these four were then used to perform transcriptomics analyses (Table 2).

**Table 2:** Design of the transcriptomic experiments

Species	Genotype	Scab strain	Type of interaction	Transcriptomic analysis
Pear	60 AU	VP102	R*	R against S at T0^$^, 8, 24 and 72 hpi
	Conference	VP102	S**	R against S at T0, 8, 24 and 72 hpi
Apple	GalaRvi6	VI EUB04	R	R against S at T0, 8, 24 and 72 hpi
	Gala	VI EUB04	S	R against S at T0, 8, 24 and 72 hpi

* *R* resistance, ** *S* susceptibility, ^$^ *T0* sampling time just before inoculation

For RNA extraction, frozen leaves were ground to a fine powder in a ball mill (MM301, Retsch, Hann, Germany). RNA was extracted with the kit NucleoSpin RNA Plant (Macherey Nagel, Düren, Germany) according to the manufacturer’s instructions but with a modification: 4% of PVP40 (4 g for 100 ml) were mixed to the initial lysis buffer RAP before use. Purity and concentration of the samples were assayed with a Nanodrop spectrophotometer ND-1000 (ThermoFisher Scientific, Waltham, MA, USA) and by visualization on agarose gel (1% (weight/volume) agarose, TAE 0.5x, 3% (volume/volume) Midori green). Intron-spanning primers designed on the *EF1α* gene were used to check the absence of genomic DNA contamination by PCR. The PCR reaction conditions were as follows: 95 °C for 5 min, followed by 35 cycles at 95 °C for 30 s, 60 °C for 45 s, 72 °C for 1 min, with a final extension at 72 °C for 5 min. The PCR products were separated on a 2% agarose gel.

Amplifications (aRNAs) were produced with MessageAmpII aRNA Kit (Ambion Invitrogen, Waltham, MA, USA), from 300 ng total RNA. Then 5 μg of each aRNA were retrotranscribed and labelled using a SuperScript II reverse transcriptase (Transcriptase inverse SuperScript™ II kit, Invitrogen, Carlsbad, CA, USA) and fluorescent dyes: either cyanine-3 (Cy3) or cyanine-5 (Cy5) (Interchim, Montluçon, France). Labeled samples (30 pmol each, one with Cy3, the other with Cy5) were combined two by two, depending on the experimental design. For each comparison two biological replicates were analyzed in dye-switch as described in Depuydt et al. [89]. Paired labeled samples were then cohybridized to Agilent microarray AryANE v2.0 (Agilent-070158_IRHS_AryANE-Venise, GPL26767 at GEO: https://www.ncbi.nlm.nih.gov/geo/) for apple, or Pyrus v1.0 (Agilent-078635_IRHS_Pyrus, GPL26768 at GEO) for pear, containing respectively 133,584 (66,792 sense and 66,792 anti-sense probes) and 87,812 (43,906 sense and 43,906 anti-sense probes) 60-mer oligonucleotide probes. The hybridizations were performed as described in Celton, Gaillard et al. [90] using a MS 200 microarray scanner (NimbleGen Roche, Madison, WI, USA).

For microarray analysis we designed two new chips. For apple we used a deduplicated probeset from the AryANE v1.0 ([88]; 118,740 probes with 59,370 in sense and 59,370 in anti-sense) augmented by 14,844 probes (7422 in sense and 7422 in anti-sense) designed on new gene annotations from *Malus domestica* GDDH13 v1.1 (https://iris.angers.inra.fr/gddh13 or https://www.rosaceae.org/species/malus/malus_x_domestica/genome_GDDH13_v1.1). These probes target new coding genes with UTRs when available, manually curated micro-RNA precursors and transposable elements. For transposable elements we used one consensus sequence for each family and a randomly peaked number of elements proportionally to their respective abundance in the genome. The microarray used in this study also have probes for coding genes of *V. inaequalis* but they have not been considered in this study.

For pear the design was done on the *Pyrus communis* Genome v1.0 Draft Assembly & Annotation available on GDR (https://www.rosaceae.org/species/pyrus/pyrus_communis/genome_v1.0) web site. We have downloaded the reference genome and gene predictions fasta files and structural annotation gff file the 21st of September 2015. Using home-made Biopython scripts we have extracted spliced CDS sequences with 60 nucleotides before start and after stop codons to get UTR-like sequences likely to be found on transcripts resulting in a fasta file containing 44,491 sequences. These 60 nucleotides size increase the probability of finding specific probes on genes with high similarity. This file was sent to the eArray Agilent probe design tool (https://earray.chem.agilent.com/earray/) to generate one probe per gene prediction. Options used were: Probe Length: 60, Probe per Target: 1, Probe Orientation: Sense, Design Options: Best Probe Methodology, Design with 3′ Bias. The probeset was then reverse-complemented to generate anti-sense probes and filtered to remove duplicated probes. The final probeset contains 87,812 unique probes targeting 1 (73,612 probes) or more (14,200 probes) potential transcript both in sense and anti-sense.

### QPCR validation of transcriptomic data

In order to validate transcriptomic data, QPCR was performed on a selection of gene/sample associations (Table S2). First-strand cDNA was synthesized using total RNA (2.0 μg) in a volume of 30 μl of 5× buffer, 0.5 μg of oligodT15 primer, 5 μl of dNTPs (2.5 mM each), and 150 units of MMLV RTase (Promega, Madison, WI, USA). The mixture was incubated at 42 °C for 75 min.

QPCR was then performed. Briefly, 2.5 μl of the appropriately diluted samples were mixed with 5 μl of PerfeCTa SYBR Green SuperMix for iQ kit (Quantabio, Beverly, MA, USA) and 0.1 or 0.2 μl of each primer (10 μM) in a final volume of 10 μl. Primers were designed with Primer3Plus or by hand, their volumes were according to their optimal concentration (determined for reaction efficiency near to 100%; calculated as the slope of a standard dilution curve [91];). Accessions, primer sequences and optimal concentrations are indicated in Table S2. The reaction was performed on a CFX Connect Real-Time System (BIO-RAD, Hercules, CA, USA) using the following program: 95 °C, 5 min followed by 40 cycles comprising 95 °C for 3 s, 60 °C for 1 s. Melting curves were performed at the end of each run to check the absence of primer-dimers and nonspecific amplification products. Expression levels were calculated using the ΔΔCT method [92] and were corrected as recommended in Vandesompele et al. [93], with three internal reference genes (GADPH, TUA and ACTIN 7 for apple, GADPH, TUA and EF1α for pear) used for the calculation of a normalization factor. For each couple DEG/sample (sample defining a plant, time, treatment and biological repeat combination), the ratio is gotten by dividing the mean value of CT calculated from 3 technical repeats by the normalization factor obtained for this sample.

### Statistical analyses

For scab inoculation results, the AUDPC based on sporulation scores at 14, 21, 28, 35 and 42 days after inoculation. Statistical analyses were performed with XLSTAT by using the nonparametric Wilcoxon test (*p* < 0.05).

Normalization and statistical analyses performed to get normalized intensity values have been done as in Celton, Gaillard et al. [90]. For each comparison and each probe, we retrieved a ratio of the logarithms of the fluorescence intensities (one per compared sample, cf. Table 2) and an associated *p*-value. The applied p-value threshold to determine DEGs (differentially expressed genes) was 0.05. Through blast analysis, a TAIR accession number (The Arabidopsis Information Resource; https://www.arabidopsis.org/ [94];) has been linked to a majority of apple or pear “probe/corresponding gene” and the couple “TAIR accession/ratio value” has then been used to make a global analysis of functional categories observed in the Mapman software (https://mapman.gabipd.org/homemapman.gabipd.org [95];). The detailed analysis of DEGs has been done through TAIR and KEGG (https://www.genome.jp/kegg/) databases, and bibliography. Metadata for the DEGs discussed in this work are available in Table S3 (Online only).

## Supplementary Information

**Additional File 1: Table S1.** Scab qualitative note of nine transgenic pear lines and non-transgenic Conference inoculated with three *V. pyrina* strains. Percentage of plants in the different classes of symptoms, 42 days after inoculation. **Table S4.** Expression modulation of cell wall related DEGs detected at 8, 24 or 72 h post-inoculation during apple (GalaRvi6 / Gala) and pear (60 AU / Conference) responses to *V. inaequalis* and *V. pyrina*, respectively. In red: up-regulated DEGs, in blue: down-regulated DEGs

**Additional File 2: Table S3.** Metadata for the 73 apple and 93 pear DEGs discussed in this work

**Additional File 3 Table S2.** DEGs analyzed by QPCR. **Table S5**: Accessions and primer sequences for molecular characterization of pear transgenic lines

**Additional File 4: Fig. S1.** Functional analyze of eight pear transgenic lines. Primers are given in Table S5. A) Schematic representation of the T-DNA of the plasmid pMF1, LB & RB: left and right borders, P35S: promoter of the 35S gene of the Cauliflower Mosaic Virus, TNOS: terminator of the nopaline synthase gene of agrobacterium, CODA-NPTII: respectively negative-positive selection genes, REC-LBD: recombinase gene post translationally inducible with a ligand thanks to a ligand biding domain (LBD), RS: recombinase recognition sites, confer [96] for more details about this marker-free plant production system. P1.6MDRBCS: 1600 base pairs (bp) length promoter of the small subunit of the HM222639 *Malus domestica rbc* gene, TMDRBCS: terminator of the small subunit of the HM222639 *Malus domestica rbc* gene, RVI6: coding sequence of the AJ297740 *Malus domestica Rvi6* gene. Location on the T-DNA of a) primers allowing the pMdRbc1.6-Rvi6 633 bp fragment amplification, c) primers allowing the nptII 176 bp fragment amplification, e) primers allowing the Rvi6 131 bp fragment amplification used in QPCR transgene expression determination. B) transgene copy number estimated by QPCR. C) Validation of transgenicity of eight lines by PCR amplifications. Labelling of the molecular ladder is given in kilobase. Primers a) and c) are already detailed in A). b) primers allowing the *agrobacterium tumefaciens* 23S ribosomal RNA 184 bp fragment amplification, d) primers allowing the elongation factor *EF1α* 400 bp fragment amplification. C, S, AK, AM, AO, AS, AT, AU: identification code of the transgenic lines in the series “60”, CF: wild type variety ‘Conference’, N: water as negative control of PCR, P: DNA of agrobacterium strain containing the plasmid PMF1 as a positive control for *in planta* T-DNA elements and agrobacterium presence. **Fig. S2**: Functional categories of DEGs at T0 in apple (GalaRvi6 / Gala, on the left) and pear (60 AU / Conference, on the right). The number of up- or down-regulated DEGs is expressed as a percentage of the total number of genes present in the Pyrus v1.0 (43,906 genes) and AriANE v2.0 (66,792 genes) microarrays, respectively. DEGs are classified in functional categories according to MapMan 3.5.1R2 bins. Only bins with ≥6 DEGs are presented

## Data Availability

The datasets supporting the conclusion of this article are available in the Gene Expression Omnibus (GEO) repository [https://www.ncbi.nlm.nih.gov/geo/] with GSE159179 and GSE159180 accession numbers for apple and pear respectively.

## Abbreviations

AUDPC: area under the disease progress curve
BR: brassinosteroid
CHS: chalcone synthase
CDPK: calcium dependent protein kinase
CRL: cullin ring ligase
DAMP: damage-associated molecular pattern
DEG: differentially expressed gene
DFR: dihydroflavonol 4-reductase
DGDG: digalactosyldiacylglycerol
ET: ethylene
ETI: effector triggered immunity
FA: fatty acid
hpi: hours post inoculation
FLS: flavonol synthase
HR: hypersensitive reaction
IAA: indole acetic acid
JA: jasmonic acid
KFB: Kelch motif containing F-box
LRR: leucine rich repeat
LTP: lipid transfer protein
MAMP: microbe-associated molecular pattern
MeJA: methyl jasmonate
MGDG: monogalactosyldiacylglycerol
nsLTP: non specific lipid transfer protein
NLR: nucleotide binding leucine-rich repeat
PAL: phenyl ammonia lyase
PCR: polymerase chain reaction
PME: pectin methyl esterase
PR: pathogenesis related
PRR: pattern recognition receptor
PTI: pattern triggered immunity
PUB: plant U-box type E3 ubiquitin
Q-PCR: quantitative polymerase chain reaction
QTL: quantitative trait locus
R: resistance
RLK: receptor like kinase
RLP: receptor like protein
RNA-seq: RNA sequencing
SA: salicylic acid
SAR: systemic acquired resistance
SCF: SKP1-CUL1-F box protein
SEM: scanning electronic microscopy
SKP: S phase kinase associated protein
TF: transcription factor
UGT: uridine 5′-diphospho-glucuronyl
VLCFA: very long chain fatty acid

# Supplementary material for: Successful intergeneric transfer of a major apple scab resistance gene (Rvi6) from apple to pear and precise comparison of the downstream molecular mechanisms of this resistance in both species
**Source:** BMC Genomics. 2021 Nov 22;22:843. doi: 10.1186/s12864-021-08157-1
**Supplement:** Supplementary file 1 — Additional File 1: Table S1. Scab qualitative note of nine transgenic pear lines and non-transgenic Conference inoculated with three V. pyrina strains. Percentage of plants in the different classes of symptoms, 42 days after inoculation. Table S4. Expression modulation of cell wall related DEGs detected at 8, 24 or 72 h post-inoculation during apple (GalaRvi6 / Gala) and pear (60 AU / Conference) responses to V. inaequalis and V. pyrina, respectively. In red: up-regulated DEGs, in blue: down-regulated DEGs

**Table S1**: Scab qualitative note of nine transgenic pear lines and non-transgenic Conference inoculated with three *V. pirina* strains. Percentage of plants in the different classes of symptoms, 42 days after inoculation.

| Class of symptoms | Conf. | 60C | 60N | 60S | 60AK | 60AO | 60AS | 60AT | 60AU |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Strain VP102 | | | | | | | | | |
| 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 1 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| 2 | 0 | 40 | 15 | 41 | 56 | 56 | 88 | 24 | 23 |
| 3a | 0 | 60 | 15 | 59 | 44 | 40 | 12 | 60 | 77 |
| 3b | 0 | 0 | 70 | 0 | 0 | 0 | 0 | 4 | 0 |
| 4 | 100 | 0 | 0 | 0 | 0 | 0 | 0 | 12 | 0 |
| Strain VP132 | | | | | | | | | |
| 0 | 0 | 0 | n.t. | 0 | n.t. | 0 | 0 | 0 | 0 |
| 1 | 0 | 0 | n.t. | 0 | n.t. | 0 | 0 | 0 | 0 |
| 2 | 0 | 75 | n.t. | 58 | n.t. | 67 | 53 | 36 | 37 |
| 3a | 0 | 25 | n.t. | 42 | n.t. | 33 | 47 | 56 | 63 |
| 3b | 0 | 0 | n.t. | 0 | n.t. | 0 | 0 | 8 | 0 |
| 4 | 100 | 0 | n.t. | 0 | n.t. | 0 | 0 | 0 | 0 |
| Strain VP98 | | | | | | | | | |
| 0 | 0 | 0 | n.t. | 0 | n.t. | 0 | 0 | 0 | n.t. |
| 1 | 0 | 0 | n.t. | 0 | n.t. | 0 | 0 | 0 | n.t. |
| 2 | 0 | 31 | n.t. | 10 | n.t. | 9 | 7 | 5 | n.t. |
| 3a | 0 | 44 | n.t. | 52 | n.t. | 32 | 36 | 0 | n.t. |
| 3b | 0 | 13 | n.t. | 33 | n.t. | 27 | 14 | 10 | n.t. |
| 4 | 100 | 12 | n.t. | 5 | n.t. | 32 | 43 | 85 | n.t. |

Class 0: absence of symptoms

Class 1: hypersensitivity (pin-points)

Class 2: resistance (chlorotic lesions, slight necrosis, crinkled aspect)

Class 3a: weak resistance (necrotic or chlorotic lesions with occasional very light sporulation)

Class 3b: weak susceptibility (clearly sporulating chlorotic or necrotic lesions)

Class 4: susceptibility (sporulation only)

**Table S4**: Expression modulation of cell wall related DEGs detected at 8, 24 or 72 hpi during apple (Gala Rvi6 / Gala) and pear (60AU / Conference) responses to *V. inaequalis* and *V. pirina*, respectively. In red: up-regulated DEGs, in blue: down-regulated DEGs.

# Supplementary material for: Successful intergeneric transfer of a major apple scab resistance gene (Rvi6) from apple to pear and precise comparison of the downstream molecular mechanisms of this resistance in both species
**Source:** BMC Genomics. 2021 Nov 22;22:843. doi: 10.1186/s12864-021-08157-1
**Supplement:** Supplementary file 4 — Additional File 4: Fig. S1. Functional analyze of eight pear transgenic lines. Primers are given in Table S5. A) Schematic representation of the T-DNA of the plasmid pMF1, LB & RB: left and right borders, P35S: promoter of the 35S gene of the Cauliflower Mosaic Virus, TNOS: terminator of the nopaline synthase gene of agrobacterium, CODA-NPTII: respectively negative-positive selection genes, REC-LBD: recombinase gene post translationally inducible with a ligand thanks to a ligand biding domain (LBD), RS: recombinase recognition sites, confer [96] for more details about this marker-free plant production system. P1.6MDRBCS: 1600 base pairs (bp) length promoter of the small subunit of the HM222639 Malus domestica rbc gene, TMDRBCS: terminator of the small subunit of the HM222639 Malus domestica rbc gene, RVI6: coding sequence of the AJ297740 Malus domestica Rvi6 gene. Location on the T-DNA of a) primers allowing the pMdRbc1.6-Rvi6 633 bp fragment amplification, c) primers allowing the nptII 176 bp fragment amplification, e) primers allowing the Rvi6 131 bp fragment amplification used in QPCR transgene expression determination. B) transgene copy number estimated by QPCR. C) Validation of transgenicity of eight lines by PCR amplifications. Labelling of the molecular ladder is given in kilobase. Primers a) and c) are already detailed in A). b) primers allowing the agrobacterium tumefaciens 23S ribosomal RNA 184 bp fragment amplification, d) primers allowing the elongation factor EF1α 400 bp fragment amplification. C, S, AK, AM, AO, AS, AT, AU: identification code of the transgenic lines in the series “60”, CF: wild type variety ‘Conference’, N: water as negative control of PCR, P: DNA of agrobacterium strain containing the plasmid PMF1 as a positive control for in planta T-DNA elements and agrobacterium presence. Fig. S2: Functional categories of DEGs at T0 in apple (GalaRvi6 / Gala, on the left) and pear (60 AU / Conference, on the right). The number of up- or down-regula

## Slide 1
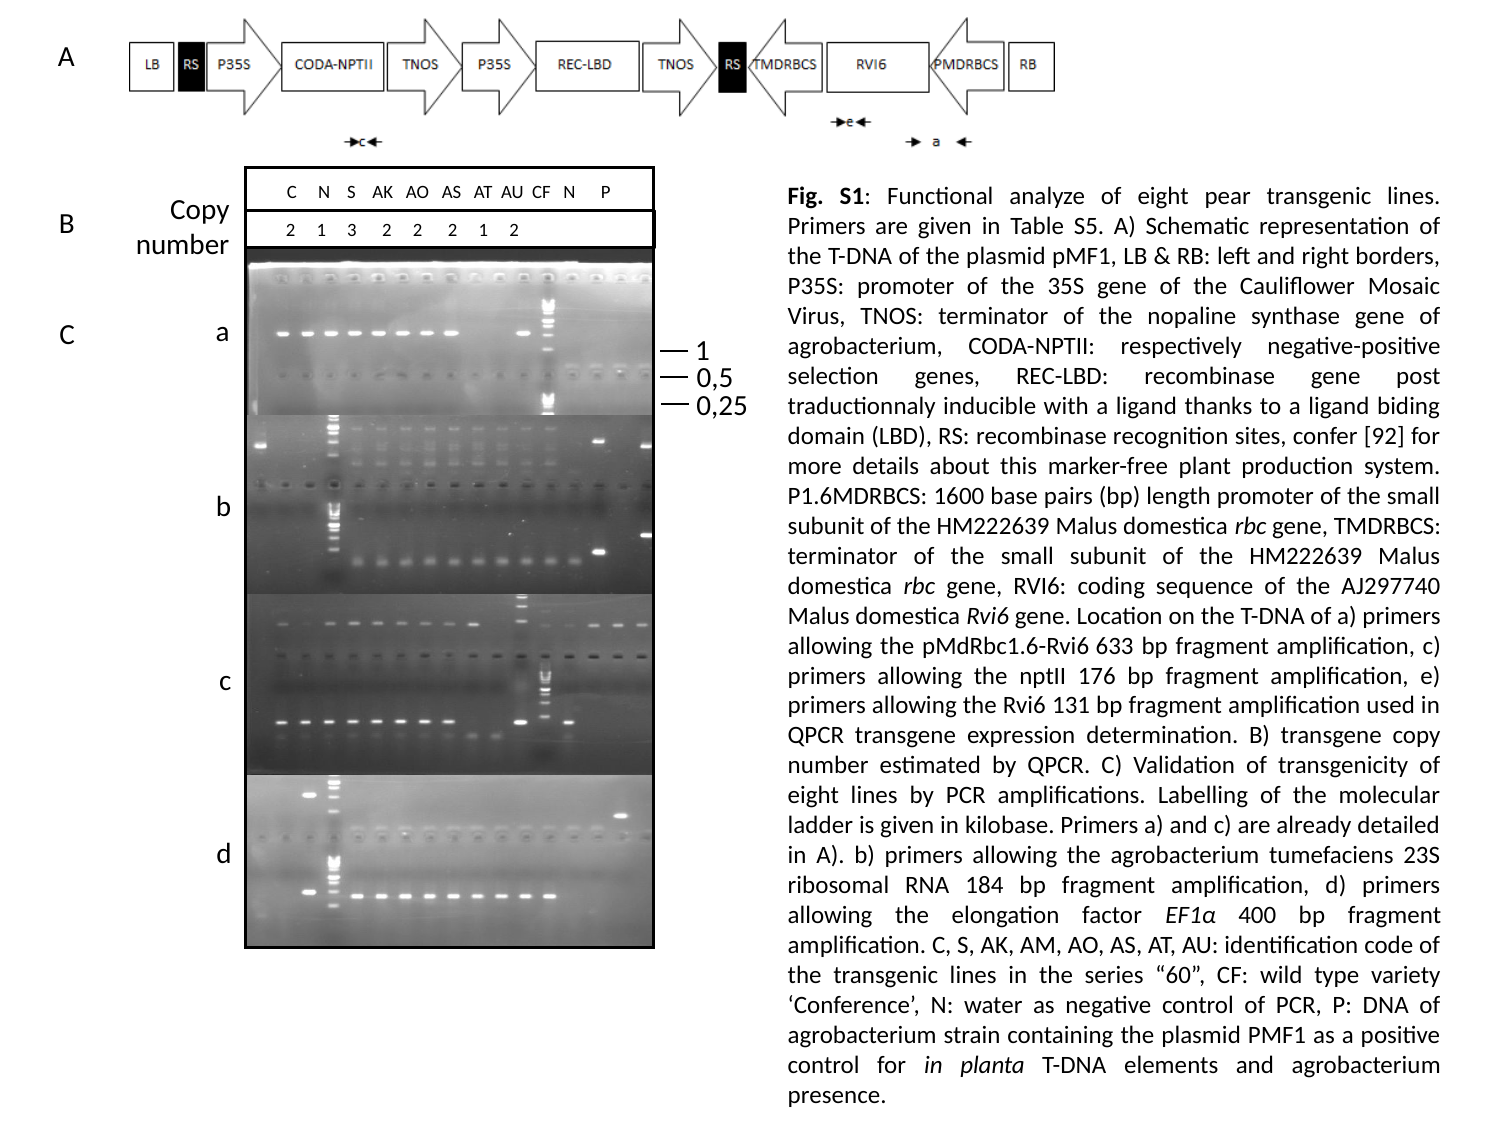

A
 C N S AK AO AS AT AU CF N P
Copy number
B
 2 1 3 2 2 2 1 2
a
C
1
0,5
0,25
b
c
d
Fig. S1: Functional analyze of eight pear transgenic lines. Primers are given in Table S5. A) Schematic representation of the T-DNA of the plasmid pMF1, LB & RB: left and right borders, P35S: promoter of the 35S gene of the Cauliflower Mosaic Virus, TNOS: terminator of the nopaline synthase gene of agrobacterium, CODA-NPTII: respectively negative-positive selection genes, REC-LBD: recombinase gene post traductionnaly inducible with a ligand thanks to a ligand biding domain (LBD), RS: recombinase recognition sites, confer [92] for more details about this marker-free plant production system. P1.6MDRBCS: 1600 base pairs (bp) length promoter of the small subunit of the HM222639 Malus domestica rbc gene, TMDRBCS: terminator of the small subunit of the HM222639 Malus domestica rbc gene, RVI6: coding sequence of the AJ297740 Malus domestica Rvi6 gene. Location on the T-DNA of a) primers allowing the pMdRbc1.6-Rvi6 633 bp fragment amplification, c) primers allowing the nptII 176 bp fragment amplification, e) primers allowing the Rvi6 131 bp fragment amplification used in QPCR transgene expression determination. B) transgene copy number estimated by QPCR. C) Validation of transgenicity of eight lines by PCR amplifications. Labelling of the molecular ladder is given in kilobase. Primers a) and c) are already detailed in A). b) primers allowing the agrobacterium tumefaciens 23S ribosomal RNA 184 bp fragment amplification, d) primers allowing the elongation factor EF1α 400 bp fragment amplification. C, S, AK, AM, AO, AS, AT, AU: identification code of the transgenic lines in the series “60”, CF: wild type variety ‘Conference’, N: water as negative control of PCR, P: DNA of agrobacterium strain containing the plasmid PMF1 as a positive control for in planta T-DNA elements and agrobacterium presence.

## Slide 2
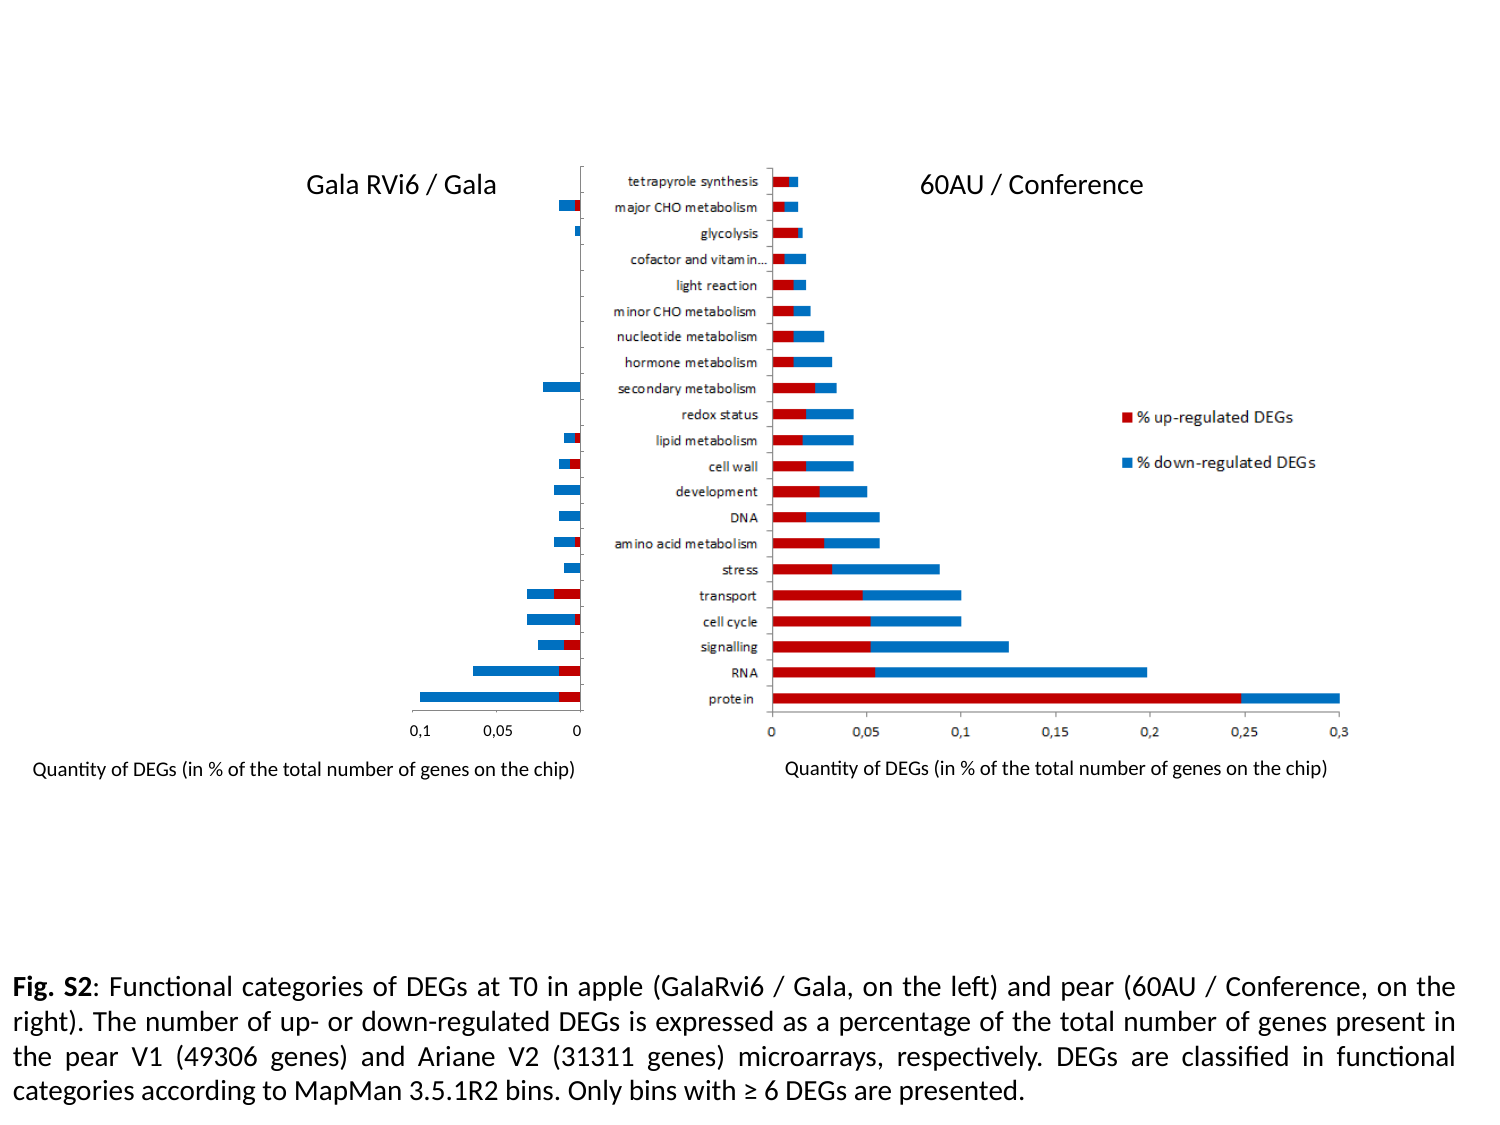

Gala RVi6 / Gala
60AU / Conference
 0,1 0,05 0
Quantity of DEGs (in % of the total number of genes on the chip)
Quantity of DEGs (in % of the total number of genes on the chip)
Fig. S2: Functional categories of DEGs at T0 in apple (GalaRvi6 / Gala, on the left) and pear (60AU / Conference, on the right). The number of up- or down-regulated DEGs is expressed as a percentage of the total number of genes present in the pear V1 (49306 genes) and Ariane V2 (31311 genes) microarrays, respectively. DEGs are classified in functional categories according to MapMan 3.5.1R2 bins. Only bins with ≥ 6 DEGs are presented.

How the deposited data were processed for this re-analysis (not part of the article)

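The 24 samples are pear leaves hybridized in pairs on 12 Agilent Pyrus v1.0 microarrays, with 4 arrays on each of 3 slides. 8 arrays (16 samples) compare 60 AU with ‘Conference’ at T0 and at 8, 24 and 72 hpi with *V. pyrina*, with 2 biological repeats in dye-switch per time point. The other 4 compare inoculated with not inoculated ‘Conference’ in a nonhost interaction, which the paper does not report. The apple arrays were not analysed here. The strain, the time points and the dyes were taken from the sample labels and from Table 2 of the paper. The labels of 12 of the 16 host samples give the strain in conflicting ways, and the strain of Table 2 was kept.

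2 kinds of values were read. For each array, the authors deposited the output of the scanner and of the Feature Extraction software (version 11.5.1.1), which holds the median intensity of each spot, its local background and the software's background-subtracted and dye-normalized intensity, for 180880 features in each of the channels. For each sample, the authors deposited a column of log2 intensities that they had normalized, with 1 value per probe. The paper refers to another publication for this normalization and its text does not describe it. The scanner output attached to both samples of an array was identical for all 12 arrays. It holds no mean intensity, which had been chosen before the data were examined, so the median intensity was used in its place.

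Each array holds 176026 gene spots, 4254 positive and 600 negative control spots. The gene spots belong to 87812 probes, of which 87410 are present in 2 copies and 402 in 3. The identifier of 43906 probes ends in _r, and the other 43906 lack the suffix. The probes cover 40525 gene identifiers. The reference table of gene symbols matched 0 of these identifiers, so symbols were taken from Table S3, which names the Arabidopsis match of each pear gene.

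The source of the values departs from the plan made before the data were examined, in which log ratios were to be computed from the scanner output as attached to the samples. Across probes, each of the 16 columns of deposited log2 intensities was compared with the 16 host channels of the scanner output. The best match lay on the array at the mirrored position of the same slide for 16 columns, once the repeat numbers of 60 AU are crossed as described next (for 8 with the numbers of the labels), and on the own array for 0, with correlations of 0.614 to 0.893. A mirrored position exchanges T0 with 24 hpi or 8 hpi with 72 hpi, and also the genotypes. The deposited log2 values gave the ratios of Table S3 to within 0.005, and the direction of the QPCR in Table S2 for 9 of 9 gene and time pairs, while the scanner output as labelled gave that direction for 3. The deposited log2 values were therefore used for all results, and the scanner output as labelled was kept as an alternative. This decision and the pairing described next were made with the paper's values in view. The directions and ratios of the Table S3 genes and the QPCR directions are therefore not an independent check of them.

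The pairing of samples on an array was settled from the p-values of Table S3. With ‘Conference’ repeat 1 paired with 60 AU repeat 2 and ‘Conference’ repeat 2 with 60 AU repeat 1, a moderated test on the 2 ratios of each time point gave log10 p with correlations of 0.999 to 1.000 with the table across its probes. With equal repeat numbers paired, the correlations were 0.193 to 0.655, and without pairs 0.441 to 0.873. The labels go against the crossed pairs, since they give both samples of a pair the same dye in 8 of 8 pairs and only equal numbers different dyes. In the comparison with the scanner output, the best-matching channels were opposite channels of 1 array for 8 of 8 crossed pairs and for 0 of 8 pairs of equal numbers. These channels differed from the labelled dye for all 8 samples of 60 AU and for 0 of the 8 of ‘Conference’, and the dye term of the model therefore followed the label of ‘Conference’. The log2 ratio was computed as 60 AU minus ‘Conference’ within these pairs, without further normalization.

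The ratios of all 8 host arrays were fitted in R 4.3.3 with lmFit and eBayes of limma 3.58.1, without a trend of the spread on brightness. The model had 1 coefficient per time point and 1 dye term, so that the arrays shared 1 estimate of the spread per probe. Tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the 87812 probes, and a probe was called at an adjusted p of at most 0.05. The paper gives a threshold of 0.05 in its methods and one of 0.01 for adjusted p under Table 1. The lowest adjusted p at 8 hpi was 0.0463, so that the calls lay close to the threshold. Changes between time points and the average over the 4 time points were contrasts of the same fit. Counts adjusted over the list alone used the p-values of the Table S3 pairs of the time point concerned. At an unadjusted p of 0.01, 878 of all probes and 439 of the _r probes would pass by chance.

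The genes named were chosen before the data were examined, with the paper's tables in view. They are the pear genes of Tables S2 and S3 that the paper's text names, at the time points listed there, the reference genes of the QPCR, and for each time point up to 2 called probes with the largest rise and 2 with the largest fall that had the same direction on both arrays. PCP001467 and GAPDH have 2 probes of the _r orientation. For PCP001467 the probe with the ratio of Table S2 was used, and for GAPDH the first. TUA had none. The values of 1 of the named genes are not reported here, although it is part of the counts.

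The method was tested on simulated arrays, with the spread drawn like that of the real probes and 200 of 87812 probes changed at 8 hpi. With a log2 change of 1, 0 of the 200 were recovered. With a change of 2, 159 were recovered with 7 false calls, and with a change of 3, 186 with 9. Other numbers of changed probes were not simulated.

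The green channel of the host arrays had a median signal of 93 to 216 over a background of 73 to 83, and 41.7% to 59.7% of gene spots were well above background. The red channel had a median signal of 668 to 918 over a background of 641 to 862, with 14.1% to 30.9% of spots well above it. Copies of a probe had correlations of 0.947 to 0.992 in the green channel and of 0.779 to 0.971 in the red. In all 16 host channels, 10250 probes were well above background.

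The alternatives tried were the scanner output as labelled with 4 ways of processing (normexp with an offset of 50 and loess, loess alone, the processed signals of the software, and median centring), a filter that kept the 54120 probes well above background, the _r probes alone, no dye term, each time point alone, a spread with a trend, thresholds of 0.01 on adjusted and on unadjusted p, no replicate block, and each array left out in turn. Added after the data were examined were pairs by the repeat numbers, loess of the deposited ratios on brightness, a fit within each slide, and 2 combinations of settings with an unadjusted p of 0.01 on the _r probes with each time point alone, of which 1 also took the spread that Table S3 implies. For the shares of higher probes and the called probes, the median ratio of each of 100 groups of probes by brightness was also subtracted. The nonhost arrays were not tested, since the scanner output of the 24 and 72 hpi arrays of a repeat was identical in 42 of 43 columns. Functional categories were not computed, since the paper's tables name the category of few of the genes.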

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

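Loess of the deposited ratios on brightness, the subtraction of medians by brightness and pairs by the repeat numbers were chosen as tests only after the deposited values had been seen.

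The ratio of PCP004305, a gene the paper does not report, differed between 8 and 24 hpi in a test of the difference itself. Its log2 ratio of 60 AU over ‘Conference’ was -0.91 at 8 hpi and 2.44 at 24 hpi, a change of 3.353 (standard error 0.111, adjusted p = 0.0493 from limma). The signs were opposite on all 4 arrays, with -0.98 and -0.85 at 8 hpi and 2.45 and 2.43 at 24 hpi, and the signal was well above background on all 8 arrays in both channels. Without the arrays of repeat 1, limma called 22 probes for this change, all with a fall, so that PCP004305 was not among them. Without those of repeat 2 it called 0, with 13542 probes at an unadjusted p under 0.05. A dependence of the ratio on brightness left by the authors' normalization is unlikely to be the source, since the change was 3.172 after loess and 2.673 with the medians of 100 groups of probes by brightness subtracted. The time points were hybridized on 2 slides, 1 for 8 hpi and 1 for 24 hpi, so a difference between slides cannot be told apart from one between time points. A response to infection that differs between the genotypes over time stays open, and it was not tested.

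At 8 hpi, 109 of the 111 called probes lay outside Table S3, and these are genes that the paper does not discuss. Of the 109, 82 were higher and 27 lower in 60 AU, each on both arrays. Without the 8 hpi array of either repeat, limma called 0 probes at 8 hpi, with 6549 and 15249 at an unadjusted p under 0.05. A dependence of the ratio on brightness may be a small part of the signal, since the median size of the log2 ratio of the 109 was 1.43 as deposited and 1.26 after loess (1.29 with the medians by brightness subtracted). It is unlikely to be the whole, as all 109 had an unadjusted p of at most 0.01 after either step. With pairs by the repeat numbers, 5 of the 109 reached that level. Wrong pairs would give this loss, but so would the larger spread of samples that do not share an array, so these cannot be told apart from the 109 alone. The genotypes also differ in *Rvi6* and in their response to infection, which stays open and was not tested.

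At 24 hpi the 4 called probes, PCP004305, PCP010539, PCP000893 and PCP025774, also lay outside Table S3. All 4 were higher in 60 AU on both arrays. The median size of their log2 ratio was 2.37, or 2.19 after loess and 2.01 with the medians subtracted, and all 4 then had an unadjusted p of at most 0.01. With pairs by the repeat numbers 0 of the 4 reached that level. Without the 24 hpi array of repeat 1 limma called 667 probes at 24 hpi and without that of repeat 2, 41. No biological explanation was tested.

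Among the 111 probes called at 8 hpi, 10 were in the orientation without the suffix _r, from which the paper lists no gene. The 10 lost the call, as did the other 101, when an array of 8 hpi was left out, which brought the count to 0. No technical or biological explanation was tested for the 10 apart from those tested for the 109 above.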

How the results depend on the processing

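The fits with pairs by the repeat numbers, with loess of the deposited ratios, with medians by brightness subtracted, within the slide and with settings combined were chosen only after the results were seen, as was the exchange of the scanner output for the deposited values as the source of all results. The cause of a change between settings was not tested unless it is given.

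The number of probes called between 60 AU and ‘Conference’ changed with most settings. At T0 limma called 0 (4336 at an unadjusted p under 0.05), and the count stayed at 0 under each setting but the following. It was 3 with the processed signals of the scanner software, 848 with an unadjusted p of at most 0.01, 583 with each time point alone on the _r probes at that level, 1115 when that fit also took the spread of Table S3, and 3 to 16 with 1 array left out. At 8 hpi the 111 calls, which lay close to the threshold, became 0 with the scanner output as labelled under its 4 ways of processing, the dim probes filtered, only _r probes, no dye term, each time point alone, an adjusted p of at most 0.01, no replicate block, pairs by the repeat numbers, loess and a fit within the slide. They also became 0 with either array left out, and where limma called 0 at 8 hpi between 1626 and 16690 probes had an unadjusted p under 0.05. The count was 2123 with limma's trend option and 5918, 1518 and 2415 with the 3 settings of unadjusted p in the order above. At 24 hpi the 4 calls became 0 with the scanner output (4 ways), the dim probes filtered, only _r probes, each time point alone, the trend option, an adjusted p of at most 0.01, no replicate block, pairs by the repeat numbers, loess and a fit within the slide. They became 2451, 548 and 922 with the settings of unadjusted p and 41 to 667 with 1 array left out, and 5 without the dye term. At 72 hpi the count of 0 (3865 at an unadjusted p under 0.05) became 611, 90 and 272 with these settings and stayed at 0 under the others.

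The change of the ratio from T0 was called for 0 probes at each time point (9890, 6235 and 5054 at an unadjusted p under 0.05), and unadjusted p of at most 0.01 alone altered this, to 2498 at 8 hpi, 1098 at 24 hpi and 792 at 72 hpi. From 8 to 24 hpi the 1 call was also 1 without the dye term and with the trend option. It became 0 with the scanner output (4 ways), the dim probes filtered, only _r probes, an adjusted p of at most 0.01, no replicate block, pairs by the repeat numbers and loess, 0 to 22 with 1 array left out, and 3655 with unadjusted p. The average over the 4 time points gave 0 calls (11903 at an unadjusted p under 0.05). This became 12 with the scanner output after normexp and loess, 23 with the processed signals of the software, 21 with median centring, 2 without the dye term, 35 with the trend option, 3640 with unadjusted p and 0 to 443 with 1 array left out, where the 24 hpi array of repeat 1 gave 443 and that of repeat 2 gave 34.

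All 90 pairs of a gene and a time point in Table S3 had the direction of the table after loess, and 89 and 88 had it with 1 array left out. The other alternatives of the deposited values leave the mean ratio as it is, so that the direction could not change. With the scanner output as labelled 41 pairs had the direction of the table after normexp and loess, 40 after loess alone, 50 with the processed signals and 33 with median centring. Over all probes, 2 pairs were called. This became 0 with the scanner output (4 ways), the dim probes filtered, only _r probes, no dye term, each time point alone, an adjusted p of at most 0.01, no replicate block, pairs by the repeat numbers, loess and a fit within the slide. It became 10 with the trend option, which lost both of the 2, 52, 53 and 90 with the settings of unadjusted p, and 0 to 6 with 1 array left out. Of the 67 pairs that passed when adjusted over the list alone, the count became 1, 2, 1 and 1 with the scanner output in the same order, 39 at an adjusted p of at most 0.01, 4 with no replicate block, 6 with pairs by the repeat numbers, and 36 to 45 with 1 array left out. It lay between 52 and 90 under the others. The list was chosen on the same samples, so none of these is independent evidence.

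Samples of 1 array form the replicate block here. With no replicate block, and with pairs by the repeat numbers, 0 probes were called at each time point and 0 for each change, with 2142 and 1626 probes at 8 hpi at an unadjusted p under 0.05. Of the 111 probes called at 8 hpi, 7 and 5 had an unadjusted p of at most 0.01. Loess and the filter on dim probes left all 111 at that level, as did either array left out, and the fit without a dye term left 95. The trend option called 45 of the 111. With only _r probes, 101 of the 111 were tested and all 101 stayed at that level. With medians by brightness subtracted, the share of higher probes at that level changed from 72.9% to 50% at 8 hpi and from 81.6% to 24.5% at 24 hpi.

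Of the 107 pairs of a named gene and a time point, between 92 and 101 kept their side of the threshold under the alternatives of the deposited values that left adjusted p at 0.05 or 0.01 and used all arrays, apart from 4 dim pairs that the filter removed. In these settings 4 to 8 lost the call, and the trend option called 11 more. Unadjusted p called 52 more, and the 2 combined settings 53 and 90. Direction changed for 8 pairs with 1 array left out. For 7 of the 8 both arrays had the same sign, and the change came from the dye effect, which was then taken from the other time points. The log2 ratios without replicate 1 and without replicate 2 were -0.32 and 1.57 for *OPR2* (PCP031239) at 72 hpi, 0.45 and -4.48 for PCP001467 at 72 hpi, 4.10 and -0.021 for *LACS2* at 24 hpi, 1.90 and -0.44 for *GAE6* at 8 hpi, and -1.37 and 0.72 for EF1α at 24 hpi. For GAPDH they were -0.014 and 0.082 at 8 hpi, 0.0083 and -0.29 at 24 hpi, and -0.18 and 0.028 at 72 hpi. Here an array is counted by its ‘Conference’ repeat, and the lone array left at a time point is assumed to vary like the others.

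A random block for the slide could not be fitted, since each time point lies on 1 slide. The nonhost comparisons and a fit of all 12 arrays were not run, because the scanner output of the nonhost arrays is in part identical, and with the scanner output as labelled the named genes were read only for the counts of Table S3 pairs above and for the QPCR pairs. The signal over background limits the dim probes. In the red channel the median signal of an array was at most 918 over a background of up to 862, and the filter removed 33692 probes.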

Differences from the paper's values

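The 2 combined settings named below, loess of the deposited ratios, pairs by the repeat numbers and the fit within the slide were chosen only after the values had been seen, and the other settings before the data were examined. The next paragraph covers these earlier settings alone.

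The paper lists 1115 DEGs at T0, and limma called 0 probes here, with 4336 at an unadjusted p under 0.05. An unadjusted p of at most 0.01 gave 848, which lies within 1.5 times the paper's number. With 1 array left out the count was 3 or 16, and with the other earlier settings it was at most 3. At 8 hpi the paper lists 2415 DEGs and the count here was 111. The trend option of limma gave 2123, within the same range, while unadjusted p gave 5918 and the remaining earlier settings 0. At 24 hpi the paper lists 922, against 4 here. Without the array of repeat 1 the count was 667, which is within the range, and without that of repeat 2 it was 41. Unadjusted p gave 2451, and the remaining earlier settings gave 0 or 5. At 72 hpi the paper lists 273 and the count here was 0, with 3865 at an unadjusted p under 0.05. None of the earlier settings came within the range, and unadjusted p gave 611. Over all time points the paper lists 4170 distinct DEGs, against 115 distinct probes here. None of the earlier settings came within the range, and unadjusted p gave 7901. The paper states a threshold on adjusted p of 0.01 under Table 1, and at this threshold limma called 0 probes at each time point.

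A combined setting chosen after seeing the values came within the range throughout, with 1115, 2415, 922 and 272 probes at the 4 time points and 4170 distinct probes, with 0 of the paper's 90 pairs in Table S3 dropped. It fitted each time point alone on the _r probes, at an unadjusted p of at most 0.01, with the spread that the p-values of Table S3 imply. The shares of higher probes were then 46.2%, 76.3%, 81.5% and 48.9%. The same combination with the spread estimated by limma, also chosen after seeing the values, gave 583, 1518, 548 and 90 and dropped 37 of the 90 pairs.

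Of the 90 pairs of Table S3, which the paper lists as differentially expressed, 88 were not called here over all probes, although all 90 had the paper's direction. Settings that called more of them were unadjusted p (52), the trend option (10, without the 2 called here), the arrays of repeat 1 left out (6) and the combined settings (53 and 90). When adjusted over the list alone, 67 passed, and 90 with each time point fitted alone. The genes of Table S2 outside that list were not called either. PCP017226 was called with the trend option, unadjusted p and both combined settings, and PCP020889 with unadjusted p, both combined settings and the array of repeat 1 left out. PCP001467 was called in none of the settings run, with an unadjusted p from limma of 0.178 (adjusted p = 0.746).

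The paper states that fewer DEGs were higher than lower in 60 AU at T0, and that most of those DEGs were found at T0 alone. Of the 848 probes at an unadjusted p of at most 0.01, 55.5% were higher, and 28.7% were found at T0 alone. By chance 878 would pass, so these shares say little about genes that differ at T0. The share of higher probes had no stable direction, since it was 19.3% without the array of repeat 1, 81.9% without that of repeat 2 and 45.8% with each time point fitted alone. In the combined setting with the spread of Table S3, 73.7% were found at T0 alone.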

Other observations

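The comparison with the scanner output, the pairing, loess, the subtraction of medians by brightness, pairs by the repeat numbers, the setting for Table 1, the test of the SD and the counts on orientations and nonhost arrays were chosen only after the result they concern had been seen.

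The scanner output attached to each host sample differs from the log2 values deposited for it. Across probes, the best-matching channel of the 16 host columns lay on the array at the mirrored position of the same slide for 16, once the repeat numbers of 60 AU are crossed as below, and on the own array for 0. The authors' normalization alone would leave the own array as the best match. That the deposited values carry the wrong time points and genotypes is unlikely, since the scanner output as labelled gave the QPCR direction of Table S2 for 3 of 9 pairs and the deposited values for 9. The ratios of the scanner output had correlations of -0.27, -0.26, -0.33 and -0.12 with those of Table S3 at T0, 8, 24 and 72 hpi, and of -0.87, -0.84, -0.85 and -0.88 when the other time point of the slide was read. A candidate explanation is that the scanner output was attached to the samples in the reverse order of the positions on each slide. No biological explanation was tested.

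By the repeat numbers in the labels, the ratios of the repeats had correlations of -0.20, -0.09, -0.11 and -0.78 across probes at the 4 time points. For pairs of different numbers these were -0.051, 0.39, 0.17 and -0.24. A candidate explanation is that the numbers of 60 AU and ‘Conference’ are crossed with respect to the arrays, since log10 p from the crossed pairs had a correlation of at least 0.9991 with Table S3 at each time point. The labels go against this, since they give both samples of a crossed pair the same dye. The scanner channels that matched best placed 8 of 8 crossed pairs in opposite channels of 1 array, and for 60 AU they differed from the labelled dye in 8 of 8 samples, so that the repeat numbers or the dyes of 60 AU may have been exchanged in the labels. No biological explanation was tested.

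Among the probes at an unadjusted p of at most 0.01, 72.9% were higher in 60 AU at 8 hpi and 81.6% at 24 hpi. A ratio that depends on brightness may account for this in part or in whole. The shares were 61.5% and 74.1% after loess, but loess left much of the dependence, with a median log2 ratio in the brightest 10% of probes at 24 hpi of 0.38 before and 0.35 after. The brightest 10% at 8 hpi went the other way, with -0.17 before and -0.24 after, and the next 10% had 0.23 and 0.12. With the medians of 100 groups of probes by brightness subtracted, the shares were 50% and 24.5%. That step centres the ratios, and would also remove a difference between the genotypes that bright probes share, so these cannot be told apart. With the pairs by repeat numbers the share was 10.7% at 8 hpi and 96.5% at 24 hpi, and without the array of repeat 1 or of repeat 2 it was 66.3% or 77.8% at 8 hpi and 83.7% or 90.6% at 24 hpi. A response of 60 AU to infection stays open and was not tested.

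The numbers of DEGs in Table 1 are larger than the numbers of probes called by adjusted p. They may come from the authors' filtering, with unadjusted p on probes of 1 orientation and each time point tested alone. With the spread that Table S3 implies, the counts of that setting differed from Table 1 by at most 1 probe over the 4 time points, with 272 at 72 hpi. In that fit 0 probes had an adjusted p of at most 0.05, and the lowest value was 0.173, at 8 hpi. This argues against the adjusted p named under Table 1 as the source of its counts. The spread was fitted to the p-values of Table S3, not to the counts. No biological explanation was tested.

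Averaged over the 4 time points, limma called 0 probes between the genotypes, with 11903 at an unadjusted p under 0.05. Without the 24 hpi array of repeat 1 it called 443, and without that of repeat 2, 34. Without the dye term, 2750 probes had an unadjusted p of at most 0.01, and of 100 sign splits of the 8 arrays drawn from 128, 2 gave as many, the real one included, so that chance is unlikely to be the source of this number, although the real grouping was not the one with the most probes. The other split, with 3258 probes, differed from the real one in the sign of the second array at 72 hpi alone, and it follows no slide or dye. The median over the splits was 442. A lasting difference between 60 AU and ‘Conference’ stays open, and it was not tested against the transformation itself, since 1 transgenic line was hybridized.

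The arrays of a pair in Table S3 differed little at the time point for which the gene is listed. The SD between them was lower there than the mean SD at the other time points for 81 of the 90 pairs (90%). This is consistent with a selection of genes by tests of each time point on its own 2 arrays, which favours pairs of similar values. When 1 array was left out, the count of pairs called over all probes was 6 or 0. No biological explanation was tested.

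For 26 of the 84 probes of Table S3, the ratio had opposite signs at 8 and 24 hpi on all 4 arrays, and the same held for 18757 of all 87812 probes (21.4%). At an unadjusted p of at most 0.01, 23 of the 84 changed between these time points, and 27 when adjusted over the list alone, which is not independent evidence.

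Of the 43906 pairs of probes for both orientations of a gene, the _r probe was brighter in 83.5%, with a median log2 level of 9.17 against 8.18. The log2 ratios of the orientations had correlations of 0.011, 0.13, 0.13 and 0.10 at the 4 time points.

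For each repeat of the nonhost experiment, the scanner output of the arrays at 24 and 72 hpi was identical in 42 of 43 columns, the exception being the red median signal. Among the deposited log2 columns of these arrays, the highest correlations were 0.995, 0.993 and 0.987, and the highest between host columns was 0.986.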
